# Integrated multi-omics analysis reveals a gut microbiota–tryptophan metabolism axis contributes to sex differences in a β-aminopropionitrile-induced aortic dissection mouse model

**DOI:** 10.1186/s13293-026-00925-6

**Published:** 2026-05-20

**Authors:** Shuai Cheng, Xinyu Hao, Shirui Liu, Linfeng Zhang, Shuai Zhang, Yutian Chen, Lei Wang, Shijie Xin, Zhen Li, Zhaohui Hua, Hui Cao

**Keywords:** Aortic dissection, Sex differences, Multi-omics, Tryptophan metabolism, Indolepyruvate

## Abstract

**Background:**

Sex differences in aortic dissection (AD) have been consistently reported in epidemiological studies and experimental mouse models, with males showing markedly higher susceptibility. However, the molecular basis underlying these sex-specific differences remains insufficiently understood.

**Methods:**

Three-week-old male and female C57BL/6J mice were administered 0.4% β-aminopropionitrile (BAPN) in drinking water for 28 d to induce AD. After the induction period, fecal samples, serum, and aortic tissues were collected from all surviving animals. Integrated analyses included strand-specific transcriptomic sequencing of aortic tissues, untargeted serum metabolomics, and full-length 16 S rRNA sequencing of fecal samples to characterize sex-related differences across transcriptomic, metabolic, and microbiome layers. Inter-omics correlations were further assessed using bioinformatic approaches. Furthermore, in vivo experiments were conducted to validate the impact of key metabolites on the progression of AD.

**Results:**

Female mice exhibited significantly lower susceptibility to BAPN-induced AD, including reduced rates of aortic rupture, lower incidence of AD or aneurysm (AAD), and attenuated aortic dilation. Transcriptomic analysis revealed that female non-dissected mice (FeNonAD) displayed diminished induction of inflammation-related genes and lower predicted immune cell infiltration. Metabolomic profiling revealed significant elevations of tryptophan–indole pathway metabolites—such as indolepyruvate, indole-3-acetic acid, and indolepropionic acid—in both FeNonAD and AAD groups. Microbiome analysis further revealed a higher relative abundance of tryptophan-metabolizing taxa, particularly key *Clostridium* species, in the intestinal tract of FeNonAD mice, accompanied by significant upregulation of key functional genes (*tyrB* and *aspC*) associated with indolepyruvate synthesis. Weighted gene co-expression network analysis (WGCNA)-based integration identified strong negative correlations between indolepyruvate and indole-3-acetic acid sodium salt levels and aortic gene modules linked to immune-inflammatory activation. Further in vivo experiments demonstrated that treatment with indolepyruvate delayed AD progression in male mice.

**Conclusion:**

This study highlights a central “gut microbiota–tryptophan metabolism–aortic inflammation” axis that contributes to sexual dimorphism in BAPN-induced AD. These findings provide new molecular insights into sex-specific disease mechanisms and offer a conceptual basis for developing sex-tailored diagnostic and therapeutic strategies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-026-00925-6.

## Abstract (plain language summary)

Aortic dissection is a dangerous condition, in which the wall of the main artery leaving the heart suddenly tears. It leads to internal bleeding and can be fatal. Doctors have long known that men develop this condition more often than women, but the reasons behind this difference have remained unclear.

We used a mouse model to investigate why females appear to be better protected against aortic dissection. We examined several layers of biology simultaneously, including gene activity in the aorta, circulating chemicals, and bacteria in the gut. We aimed to understand how the body responds before and during disease.

Female mice showed fewer signs of inflammation in the aorta and were less prone to vessel rupture. Their blood also contained higher levels of certain molecules made from the amino acid tryptophan. These molecules, called indole metabolites, are known to modulate immune responses and support healthy cell function. We discovered that female mice produced more of these protective molecules because their gut bacteria were better at converting tryptophan into indole compounds. In further experiments, supplementing male mice with indolepyruvate, an indole metabolite, reduced the incidence of aortic dissection.

We found that these indole metabolites were associated with reduced activation of inflammation-related genes in the aorta. This suggests that communication between the gut and the blood vessel wall may help protect females from disease.

Our findings highlight a gut–body pathway that may explain why females are less vulnerable to aortic dissection and point to new possibilities for prevention or treatment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-026-00925-6.

## Highlights

Female mice were more resistant to aortic dissection than male mice, with fewer ruptures and less aortic injury.

Female mice showed distinct shifts in blood levels of tryptophan-related chemicals, producing higher levels of protective indole molecules even before visible disease developed. Treatment with indolepyruvate suppressed AD progression in male mice.

Gut bacteria that help convert tryptophan into protective indole compounds were more active in female mice, suggesting a strong link between gut microbes and vascular health.

Combining all data showed that these indole molecules were connected to lower inflammation and better cell maintenance in the aorta, revealing a gut–tryptophan pathway that may help explain why females are less vulnerable to aortic dissection.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-026-00925-6.

## Background

Aortic dissection (AD) is a catastrophic cardiovascular emergency characterized by sudden onset and extremely high mortality. Its pathological hallmark is the entry of blood through an intimal tear into the medial layer of the aortic wall, forming a false lumen. This false lumen can propagate longitudinally along the aorta, potentially involving major branch vessels and leading to life-threatening complications such as organ ischemia, cardiac tamponade, or aortic rupture. The acute onset of AD is associated with various factors, including conditions that weaken the vascular wall structure (e.g., connective tissue disorders, atherosclerosis, infectious or immune-mediated aortitis) and triggers that cause sudden, severe fluctuations in blood pressure (e.g., uncontrolled hypertension, emotional stress, or strenuous physical activity) [1, 2]. Multiple key molecular events, including endothelial dysfunction, smooth muscle cell phenotypic switching, programmed cell death, and immune cell infiltration, underlie the initiation and progression of AD. However, the specific molecular regulatory networks governing these events remain insufficiently clarified [3–6].

Because of physiological, anatomical, and hormonal differences, susceptibility to specific diseases varies between sexes. Research indicates that sex substantially influences the clinical manifestations and pathogenesis of cardiovascular diseases [7]. For instance, in atherosclerosis, coronary artery disease, myocardial infarction, and heart failure, men and women differ in incidence, pathological presentation, and therapeutic responses. Generally, women have a lower risk of coronary artery disease, ischemic myocardial injury, and abdominal aortic aneurysm, yet a higher risk of spontaneous coronary artery dissection and Takotsubo cardiomyopathy (“broken heart syndrome”) [8, 9]. Epidemiological data indicate that AD incidence is significantly higher in men than in women [10]. Women with AD are typically older at the time of diagnosis and present with more comorbidities [11]. Although these findings remain inconsistent, some studies suggest that women may experience poorer outcomes after open surgical repair [12]. Nevertheless, the underlying cellular and molecular mechanisms of sex-related differences in AD remain poorly understood.

Mouse models of AD, widely used to investigate disease mechanisms, also exhibit intrinsic sexual dimorphism. β-aminopropionitrile (BAPN) is the most commonly used chemical agent to experimentally induce AD. By disrupting collagen and elastin cross-linking, BAPN compromises arterial wall integrity and reproduces key pathological characteristics of human AD [13]. It may be administered alone or combined with other factors, such as angiotensin II (AngII) or a high-fat diet, to establish experimental models [14]. In experimental models combining BAPN and AngII, female mice have demonstrated significantly reduced susceptibility to AD [15]. More recent findings show that in BAPN-only models, female mice consistently exhibit lower AD incidence and reduced rupture rates throughout a 4-week induction period [16, 17]. Therefore, elucidating the mechanisms underlying these sex-based differences is essential for advancing understanding of AD biology and developing precise diagnostic and individualized therapeutic strategies.

Advances in high-throughput sequencing, mass spectrometry, and bioinformatics have enabled omics technologies to provide unprecedented depth and breadth for disease research. Genomics, transcriptomics, proteomics, and metabolomics enable systematic characterization of molecular alterations during disease progression at the DNA, RNA, protein, and metabolite levels, respectively [18]. In AD studies, metabolomics analyses have identified distinctive metabolic disturbances in patients with acute aortic dissection (AAD), including alterations in circulating succinate, lipid species, and taurine, changes implicated in disease progression [19–22]. Microbiome research has also shown that patients with AD exhibit gut microbial dysbiosis, including increases in *Prevotella* and *Klebsiella* and decreases in beneficial *Bacteroides*, which may contribute to disease development by modulating host metabolism and impairing intestinal barrier integrity [23–25]. In recent years, integrative multi-omics approaches have uncovered novel mechanisms linking ionic homeostasis imbalance with immune activation in AD development [26, 27]. Because multi-omics strategies generate comprehensive and mutually corroborative data, they have become an important direction in contemporary AD research.

This study employed full-length 16 S rRNA sequencing, strand-specific transcriptomic sequencing, and untargeted metabolomics to characterize the multi-omics profiles of BAPN-induced AD mouse models of both sexes. Through an integrated analysis, we aimed to delineate the sex-dependent molecular landscape of AD progression and to explore potential mechanisms underlying the protective effect observed in the female sex against AD.

## Methods

### Establishment of the BAPN-induced AD model and grouping

Three-week-old male and female C57BL/6J mice were obtained from GemPharmatech Co., Ltd. (Jiangsu, China). The sample size was determined based on previous literature reporting a 70–80% AD incidence and an approximate 40–50% mortality rate in BAPN-treated male mice, along with the requirement of 6–10 biological replicates per group for robust multi-omics analysis [14]. A formal power analysis was not performed due to the lack of reliable incidence data in females. To account for the high anticipated mortality, initial group sizes were set at *N* = 20 for BAPN-treated males and *N* = 19 for BAPN-treated females. This study was conducted and reported in accordance with the ARRIVE guidelines. All animals were maintained in the specific pathogen-free facility of the Experimental Animal Center at Zhengzhou University, under controlled environmental conditions (20–24 °C; stable humidity) and a 12-h light/dark cycle, with ad libitum access to food and water. After a 3-d acclimatization, mice were randomly allocated into four groups and ear-tagged as follows:

1. **MaCon (N = 10)**: Male mice receiving normal drinking water.
2. **MaBAPN (N = 20)**: Male mice receiving 0.4% BAPN in drinking water.
3. **FeCon (N = 10)**: Female mice receiving normal drinking water.
4. **FeBAPN (N = 19)**: Female mice receiving 0.4% BAPN in drinking water.

In a separate set of experiments which aimed to evaluate the effects of indolepyruvate (I3P), three-week-old male C57BL/6J mice were randomly assigned to three groups: ① Con (*N* = 6), receiving normal drinking water; ② AD + Veh (*N* = 16), receiving 0.4% BAPN in drinking water and intraperitoneal (i.p.) injections of vehicle (10% DMSO + 40% PEG300 + 5% Tween-80 + 45% Saline); ③ AD+I3P (*N* = 16), receiving 0.4% BAPN in drinking water and i.p. injections of I3P (20 mg/kg, MCE HY-W028393, every other day).

Throughout the 4-week induction period, animals were monitored three times daily. Additionally, individual body weights were recorded weekly for all groups, and weekly water consumption was recorded for the BAPN-treated groups. Any mouse that died from aortic rupture (Male Rupture/Female Rupture) underwent immediate necropsy, and the aortic tissues were collected and documented. At the end of the induction period, all surviving mice were euthanized and reclassified into the following groups based on the pathological outcomes:

1. **MaCon**: Male control group.
2. **MaNonAD**: Male BAPN-treated mice without microscopically detectable aortic lesions.
3. **MaAAD**: Male BAPN-treated mice that developed AD or aneurysm.
4. **FeCon**: Female control group.
5. **FeNonAD**: Female BAPN-treated mice without microscopically detectable aortic lesions.
6. **FeAAD**: Female BAPN-treated mice that developed aortic dissection or aneurysm.

### Sample collection

For the multi-omics characterization of the male and female cohorts, all surviving mice at the study endpoint (*N* = 48) were utilized across all multi-omics platforms (transcriptomics, metabolomics, and 16 S rRNA sequencing) without any sub-setting. All sample collection and subsequent experimental procedures were performed blinded to the experimental group allocation. To minimize potential cage effects on the gut microbiome, the animals were distributed across multiple cages within each group (4 cages per group for BAPN-treated males and females; two cages per group for male and female controls). Male and female mice were housed separately to prevent mating, but were maintained in the same SPF room and received the same batch of diet and water. Fecal samples for downstream analyses were collected from mice across all cages to avoid cage-specific bias.

### Fecal samples

All fecal samples were collected on the same day at the endpoint of the 4‑week induction, within a consistent morning time window and immediately before euthanasia. Fresh fecal pellets were collected from manually restrained mice as they naturally defecated. Approximately 3–4 pellets were obtained per mouse into sterile, nuclease-free 2 mL tubes without contact with bedding or other contaminants. Samples were snap-frozen in liquid nitrogen and stored at − 80 °C until DNA extraction. Samples from all cages and both sexes were collected in a randomized order by the same investigator. This standardized procedure was applied uniformly across all groups to ensure comparability.

### Serum samples

After deep isoflurane anesthesia (confirmed by unconsciousness and loss of reflexes), venous blood was obtained via retroorbital bleeding. Samples were subjected to double centrifugation (3,000 rpm, 10 min each, 4 °C), and the resulting serum was aliquoted, labeled, and rapidly frozen at − 80 °C until analysis.

### Aortic tissue

Mice were euthanized via anesthetic overdose, and death was confirmed by thoracotomy. The right auricle was incised, and systemic perfusion was performed via left ventricular puncture using 10 mL pre-cooled physiological saline. The thoracic aorta (ascending aorta, aortic arch, and proximal descending aorta) was rapidly dissected, photographed at 20× magnification, excised, snap-frozen in liquid nitrogen, and stored at − 80 °C. For the I3P treatment groups, mice were similarly euthanized and subjected to cardiac perfusion with 4% paraformaldehyde (PFA) for fixation before tissue harvest. Gross aortic images of both fixed and fresh samples were analyzed in ImageJ (v1.54p) to measure the maximum diameter of each segment. Tissues intended for multi-omics analysis were snap-frozen in liquid nitrogen without fixation. The PFA-perfused samples from I3P treatment groups were used exclusively for histological and morphometric assessments.

### Strand-specific transcriptomic sequencing and analysis

Total RNA from lesioned thoracic aortic segments was isolated using an RNeasy Micro Kit (QIAGEN, Germany) according to the manufacturer’s instructions. Strand-specific RNA-seq libraries were prepared from enriched mRNA and sequenced on the DNA NanoBall Sequencing platform. Subsequently, a comprehensive bioinformatics analysis was performed. Bray–Curtis distances between samples were calculated using the “vegan (v2.6-4)” package in R, followed by Principal Coordinates Analysis (PCoA) and PERMANOVA testing. Homogeneity of multivariate dispersions was additionally assessed using PERMDISP (betadisper function, vegan v2.6-4), with pairwise comparisons corrected by the Benjamini–Hochberg (BH) procedure. Differential gene expression analysis was performed on count data using the “DESeq2” package. Genes meeting the criteria of |LogFC| ≥ 1 and BH-adjusted *p* < 0.05 were defined as differentially expressed genes, and multi-group volcano plots were visualized with the “scRNAtoolVis (v0.1.0)” package. Pattern clustering analysis was conducted using the “Mfuzz (v2.62.0)” package, which utilizes a fuzzy c-means algorithm to group molecules with similar expression profiles. Functional enrichment analyses, including Gene Ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, were performed using the “clusterProfiler (v4.10.1)” R package with BH adjustment for multiple testing, and terms with an adjusted *p* < 0.05 were considered significantly enriched. Transcription factor enrichment analysis was conducted via the Metascape database (https://metascape.org/). Immune cell infiltration was estimated using the “ImmuCellAI-mouse (v0.1.0)” package.

### Untargeted metabolomics sequencing and analysis

Serum metabolites were extracted using a solvent containing internal standards (20 mg/L). Following incubation at − 20 °C, samples were centrifuged (12,000 × g, 15 min, 4 °C), and 500 µL of supernatant was vacuum-dried. Dried extracts were reconstituted in 160 µL acetonitrile/water (1:1, v/v), vortexed for 30 s, ultrasonicated on ice, and centrifuged again. A 120 µL aliquot of supernatant was transferred to autosampler vials for analysis. Quality control (QC) samples were prepared by pooling 10 µL aliquots from each processed sample.

Metabolic profiling was conducted using an ultra-performance liquid chromatography tandem mass spectrometry UPLC–MS/MS system (UPLC: Waters Acquity I-Class PLUS; MS: Waters Xevo G2-XS QTof). Raw data were acquired using MassLynx V4.2 (Waters). Data processing, including peak extraction and alignment, was performed using the Progenesis QI software (Waters). Metabolite identification was achieved by matching accurate mass, isotope distribution, and MS/MS fragmentation patterns against the METLIN database, the Human Metabolome Database (HMDB), the KEGG Compound database, the Lipid Maps Structure Database (LMSD), and an extensively curated in-house spectral library (BP ZJK, Biomarker Technologies, Beijing, China). According to the Metabolomics Standards Initiative (MSI) guidelines, the identified metabolites met the level 2 criteria. The resulting data matrices were log10-transformed and auto-scaled. Differential and enrichment analysis, including orthogonal partial least squares discriminant analysis [OPLS-DA] and KEGG pathway analysis, were conducted using MetaboAnalyst 6.0 (https://www.metaboanalyst.ca/). The significance of differences in individual metabolites was assessed using Student’s t-test, and Variable Importance in Projection (VIP) scores were derived from the OPLS-DA model. Differentially expressed metabolites (DEMs) were identified using thresholds of VIP > 1 and *p-*value < 0.05. Pathways identified through KEGG enrichment with *p*-values < 0.05 were considered significant. Beta diversity was assessed by calculating Bray–Curtis distances between samples using the “vegan (v2.6-4)” R package, followed by PCoA and PERMANOVA testing. The “scRNAtoolVis (v0.1.0)” R package was used to visualize multi-group differential analyses in volcano plots. To characterize the dynamic molecular trajectories during disease progression (Con, NonAD, and AAD), pattern clustering analysis of DEMs was conducted using the “Mfuzz (v2.62.0)” R package. Heatmap visualization of DEMs was generated using the “pheatmap (v1.0.12)” package.

### High-throughput 16 S ribosomal RNA gene sequencing

Genomic DNA was isolated from fecal samples using the TGuide S96 Magnetic Soil/Stool DNA Kit (Tiangen Biotech, Beijing, China) according to the manufacturer’s instructions. The hypervariable V1–V9 regions of the bacterial 16 S rRNA gene were amplified using universal primers 27 F (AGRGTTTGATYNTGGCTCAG) and 1492R (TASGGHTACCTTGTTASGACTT). Amplicons were quantified, pooled at equimolar concentrations, and sequenced on a PacBio Sequel II platform (Biomarker Technologies, Beijing). Bioinformatic analysis was performed using the BMK Cloud platform (http://www.biocloud.net/). Using USEARCH (v10.0.240_i86), quality-filtered sequences were grouped into OTUs based on a 97% sequence similarity threshold. Taxonomic assignment of OTUs was conducted in QIIME2 (v2020.6) using the naïve Bayes classifier with the SILVA database (Release 138.1) at a 70% confidence threshold. To ensure taxonomic accuracy at the species level, particularly for key differentially abundant OTUs, representative sequences were extracted and manually verified using the Basic Local Alignment Search Tool (BLASTn) against the NCBI nucleotide database. Taxonomic annotations were subsequently corrected based on the highest sequence identity. Alpha diversity (Chao1, PD_whole_tree, Shannon, Simpson) indices were calculated in QIIME2 (v2020.6) to evaluate within-sample species diversity. Beta diversity was assessed using Bray–Curtis, Weighted UniFrac, and Unweighted UniFrac distances, followed by Principal Coordinates Analysis (PCoA), PERMANOVA testing, and PERMDISP analysis with BH-corrected pairwise comparisons. Differential abundance analysis of taxa across groups was conducted using Linear Discriminant Analysis Effect Size (LEfSe v 1.1.1). LEfSe first applies the non-parametric Kruskal–Wallis sum-rank test to detect features with significant differential abundance among groups. To strictly control for false discoveries, the raw *p*-values were subsequently adjusted for multiple comparisons using the BH method (adjusted *p* < 0.05 was considered statistically significant). This was followed by pairwise Wilcoxon tests between subclasses (α = 0.05). Finally, Linear Discriminant Analysis (LDA) was used to estimate the effect size of each differentially abundant feature, and features with an LDA score > 2.0 were considered enriched.

The metabolic functional potential of the microbiota was predicted based on OTUs using PICRUSt2 (v2.3.0). In addition, count-based differential abundance analysis was performed at the phylum, genus, and species levels, as well as for KEGG Level 3 pathways and KEGG orthology (KO) entries, using DESeq2 (v1.42.1) and PICRUSt2. A significance threshold of *p* < 0.05 was applied. Differential analysis visualization was performed using the “scRNAtoolVis (v0.1.0)” R package, and correlation scatter plots were generated using the “GGally (v2.4.0)” package. To ensure the consistency and robustness of our findings, a parallel analysis was conducted using the DADA2 (1.20.0) pipeline. This independent verification included re-evaluating beta diversity (Bray–Curtis distance with PERMANOVA), LEfSe biomarkers, and PICRUSt2 functional profiles based on exact Amplicon Sequence Variants (ASVs).

### Multi-omics integrated analysis

Weighted Gene Co-expression Network Analysis (WGCNA) was performed using the WGCNA (v1.72-1) R package to investigate aortic gene expression patterns associated with serum indole metabolites. The soft-thresholding power (β) was determined using the pickSoftThreshold function, with a signed network specified. A β value yielding a scale-free topology fit index of R² > 0.9 was selected as the optimal soft threshold. The minimum module size was set to 100, and modules with similar expression profiles were merged using a dissimilarity threshold of 0.25, resulting in the final gene modules. Spearman’s correlation analysis was conducted between module eigengenes and the expression levels of differential serum indole metabolites. Functional enrichment analysis for genes within significant modules was performed using the “clusterProfiler (v4.10.1)” R package, and enriched terms with an adjusted *p*-value < 0.05 were considered statistically significant and retained for visualization. Categorical variables were compared using Fisher’s exact test.

### Histological staining and analysis

Aortic tissues were embedded in paraffin and cut into 3-µm-thick sections. Hematoxylin and Eosin (H&E) and Elastin Van Gieson (EVG) staining were performed to evaluate the histological morphology of the aorta. The degradation of elastic fibers was assessed using an EVG staining score as previously described [28].

### Statistical analysis

Statistical analyses were carried out using R (v4.3.2), with continuous variables summarized as mean ± standard deviation. Before inter-group comparisons, data distribution and variance homogeneity were examined using the Shapiro–Wilk and Levene’s tests, respectively. Accordingly, the Mann–Whitney U test was employed for non-normally distributed data. Comparisons involving normally distributed variables utilized either Student’s t-test (under equal variances) or Welch’s t-test (under unequal variances). Categorical variables were analyzed using Fisher’s exact test.

## Results

### Female mice exhibit reduced susceptibility to BAPN-induced AD

The experimental workflow is shown in Fig. 1A. During the 4-week induction, both male and female mice maintained steady body weight gain (Figure S1A). Although female mice had slightly lower absolute water consumption, their normalized water intake was comparable to that of males (Figure S1B, C). This indicates that there was no significant difference in BAPN intake between males and females. Throughout the 4-week BAPN induction period, female mice exhibited significantly greater resistance to aortic rupture than did male mice, as reflected by the markedly improved survival rate in the FeBAPN group compared to that in the MaBAPN group (Fig. 1B). Pathological assessment at the end of the induction period revealed that the lesions were primarily localized to the aortic arch, ascending aorta, and the proximal segment of the descending aorta (Fig. 1C). The MaBAPN group displayed an AAD incidence of 80% and a rupture-related mortality of 45%, whereas the FeBAPN group showed a lower AAD incidence of 58% and substantially reduced rupture-related mortality (11%) (Fig. 1D). Consistent with these findings, descending aortic diameters were significantly larger in male AAD/ Rupture mice than in female AAD/ Rupture mice (Fig. 1E).

**Fig. 1:**
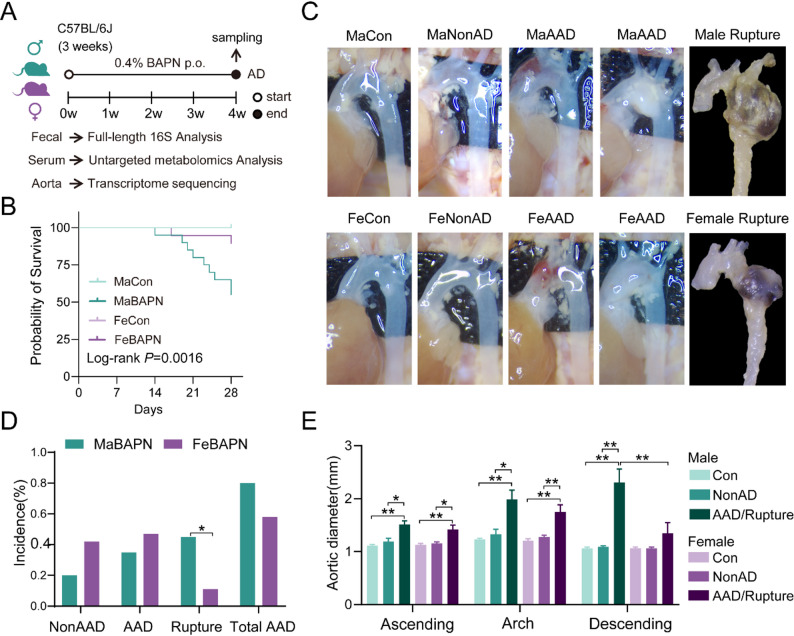
Establishment of the β-aminopropionitrile (BAPN)-induced aortic dissection (AD) model and comparison between sexes. (**A**) Experimental flowchart of the study. (**B**) Survival curves of different groups. (**C**) Representative aortic images for each group. (**D**) Statistical comparison of outcomes between male and female mice. (**E**) Comparison of aortic segment diameters between sexes. * *p* < 0.05, ** *p* < 0.01

### Aortic transcriptomic sequencing analysis in BAPN-induced AD mouse models

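RNA from the thoracic aorta of 48 mice was analysed, 1 library per mouse, from 10 MaCon, 4 MaNonAD, 7 MaAAD, 10 FeCon, 8 FeNonAD and 9 FeAAD mice. Mice of the NonAD and AAD groups had received 0.4% BAPN, an inhibitor of the enzyme that cross-links collagen and elastin in the vessel wall, in drinking water for 28 days from 3 weeks of age. The authors deposited expected counts for 18782 genes, listed by symbol, which were not scaled to library size. Of these values, 4.99% were not whole numbers, in 2247 genes whose reads had been shared out between genes, and all values were rounded to whole counts. The table gives no coordinates and no genome build, so positions are from the GENCODE M21 annotation of GRCm38. Library totals ranged from 13548000 to 17281273 counts, with medians of 15357243 in MaCon, 15565147 in MaNonAD, 15814458 in MaAAD, 15063672 in FeCon, 15708467 in FeNonAD and 16194062 in FeAAD. After edgeR's filter on low counts, 14431 genes were tested. Libraries were normalized by edgeR's TMM method, and expression is given as CPM, the counts of a gene scaled to a common library size. Differential expression was tested with edgeR's quasi-likelihood test in a fit of all 48 libraries, with Benjamini-Hochberg adjustment. DEGs were genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Standard errors of log2 fold changes are approximate, as they were derived from the test statistic. The Y-linked gene Ddx3y averaged 59.5 ± 13.6 CPM (SD, n = 10) in MaCon and was at 0 in every FeCon library, and its highest count in any female library was 1. Kdm5d, also Y-linked, averaged 15.5 ± 2.92 CPM (SD, n = 10) in MaCon and was at 0 in every female library.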

To characterize sex-related differences in aortic gene expression during AD development, strand-specific RNA-seq of the lesioned thoracic aorta segments from 48 mice was conducted. All the samples were subjected to QC for RNA integrity after extraction. Following sequencing and alignment to the reference genome, the expression matrix was obtained and normalized. The box plot of normalized expression profiles is illustrated in Fig. 2A.

**Fig. 2:**
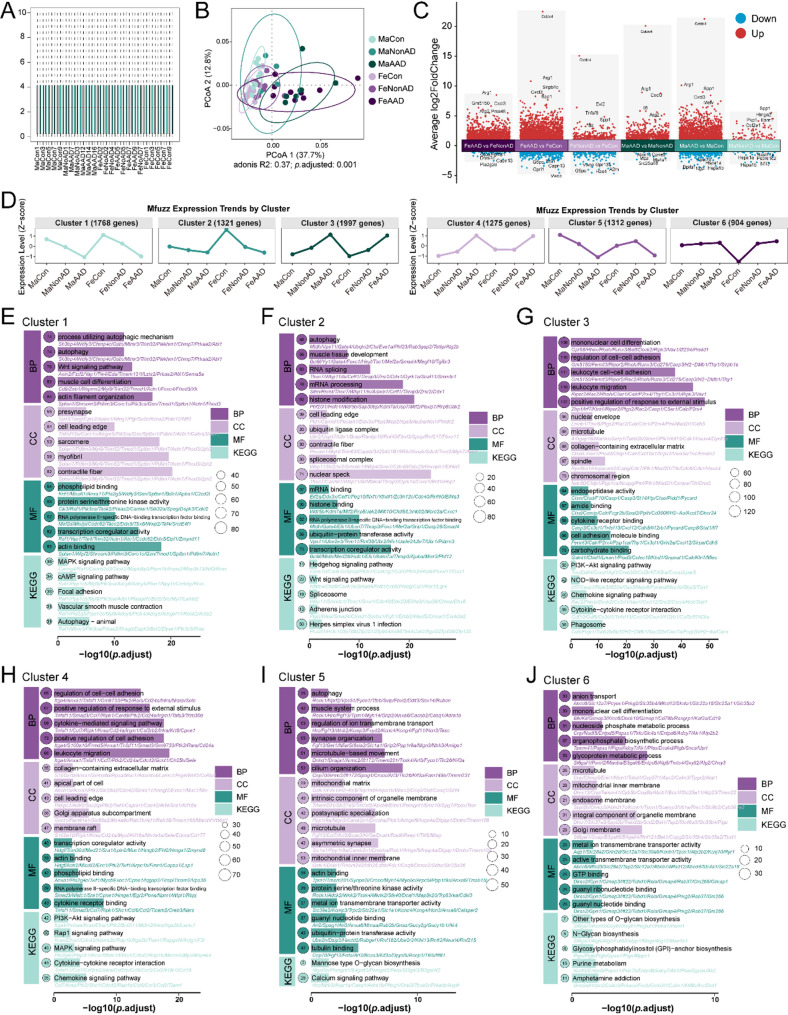
Aortic strand-specific transcriptomic analysis in β-aminopropionitrile (BAPN)-treated mice by sex. (**A**) Box plot of aortic gene expression levels for each sample. (**B**) Principal coordinate analysis (PCoA) plot. (**C**) Volcano plot of multi-group differential expression analysis. (**D**) Pattern clustering analysis plot. (**E-J**) Bar graphs of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis for Clusters 1–6, respectively

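Distances were computed on log2(CPM + 1) values, and PCoA1 held 37.5% and PCoA2 15.1% of their variation over the 48 libraries. In females, mean PCoA1 was -0.0187 ± 0.0046 (SD, n = 10) in FeCon, -0.0066 ± 0.0082 (SD, n = 8) in FeNonAD and 0.0238 ± 0.0229 (SD, n = 9) in FeAAD. In males it was -0.0148 ± 0.0035 (SD, n = 10) in MaCon, -0.0012 ± 0.0074 (SD, n = 4) in MaNonAD and 0.0254 ± 0.0134 (SD, n = 7) in MaAAD. All 6 within-sex comparisons differed on PCoA1 in two-sided exact permutation tests, with adjusted p from 0.000195 to 0.00909 over 18 tests of 9 comparisons and 2 axes. On PCoA2 the adjusted p of the within-sex comparisons was 0.274 or higher. The highest MaNonAD library lay at 0.0063 on PCoA1, below the lowest MaAAD library at 0.0122. In females the ranges overlapped, with the highest FeNonAD library at 0.0114 and the lowest FeAAD library at 0.0018. This overlap rests on library FeNonAD8 alone, as the other FeNonAD libraries lay at -0.0042 or lower. Between the sexes, PCoA1 was 0.0039 higher in MaCon than in FeCon (adjusted p = 0.125) and 0.0015 higher in MaAAD than in FeAAD (adjusted p = 0.932).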

PCoA based on Bray–Curtis distances revealed a clear separation among the Con, NonAD, and AAD groups in both sexes (Fig. 2B). PERMANOVA confirmed significant transcriptomic differences between Con and NonAD, as well as between Con and AAD, for each sex (Table 1). These findings indicate that substantial alterations in gene expression occur before overt AAD formation.

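The group explained an R² of 0.207 of the Bray–Curtis distances between FeNonAD and FeCon, and 0.152 between MaNonAD and MaCon. Exact enumeration of the permutations of libraries gave adjusted p = 0.000411 for the female comparison and adjusted p = 0.0437 for the male comparison, over the 9 comparisons. Between AAD and Con, R² was 0.350 in females (adjusted p = 9.74e-05) and 0.400 in males (adjusted p = 0.000231), where no other grouping of the libraries gave as large a value. Between AAD and NonAD, R² was 0.229 in females (adjusted p = 0.00415) and 0.235 in males (adjusted p = 0.0227). Between the sexes, R² was 0.173 for the controls (adjusted p = 0.00139), 0.160 for the NonAD groups (adjusted p = 0.0455) and 0.0351 for the AAD groups (adjusted p = 0.849). All 6 groups together explained 0.383. The comparisons that include the 4 MaNonAD libraries moved most when 1 of these was left out. Across those 4 fits, R² between MaNonAD and MaCon lay from 0.123 to 0.18, with adjusted p from 0.0315 to 0.153.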

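Between FeNonAD and FeCon there were 397 DEGs, of which 241 were higher and 156 lower in FeNonAD. Between MaNonAD and MaCon there were 69 DEGs, 55 higher and 14 lower. When 1 of the 4 MaNonAD libraries was left out, the male count lay from 17 to 86. Of the 69 male DEGs, 26 were also DEGs in females, and all 26 changed in the same direction. Across all tested genes, the log2 fold changes of the male and female NonAD responses had r = 0.486, although genes are not independent replicates. Of the 397 female DEGs, 339 were also DEGs between FeAAD and FeCon, 338 of them in the same direction. The remaining gene, Pla2g2d, which was higher in FeNonAD and lower in FeAAD than in FeCon, was chosen after its values were seen. Of the 69 male DEGs, 66 were also DEGs between MaAAD and MaCon, all in the same direction. Within each sex these comparisons share the Con libraries, which alone favours agreement in direction, and the agreement expected from this was not computed. Spp1, which lies on chromosome 5 from 104435118 to 104441050 and encodes osteopontin, averaged 2.84 ± 1.12 CPM (SD, n = 10) in FeCon and 45.3 ± 68.1 CPM (SD, n = 8) in FeNonAD, a log2 fold change of 3.99 (SE 0.77, adjusted p = 0.00041). In males, Spp1 averaged 1.51 ± 0.446 CPM (SD, n = 10) in MaCon and 69.1 ± 85.5 CPM (SD, n = 4) in MaNonAD, a log2 fold change of 5.51 (SE 0.88, adjusted p = 0.000218). Esm1, on chromosome 13 from 113209659 to 113218098, rose from 1.09 ± 0.534 CPM (SD, n = 10) in MaCon to 18.7 ± 22.6 CPM (SD, n = 4) in MaNonAD, where 1 library held 52.6 CPM (log2 fold change 4.08, SE 0.49, adjusted p = 1.13e-06). Hmga2 was at least 3.8-fold higher in MaNonAD than in MaCon, where no library exceeded 3 counts. Evi2 was at least 5.2-fold and Tnfsf8 at least 4-fold higher in FeNonAD than in FeCon, and Tnfsf8 was far higher in FeNonAD8 than in the other FeNonAD libraries. Reads of Evi2 were shared out between genes, so its values are less certain. Among the falls, Vwce fell by 3.81 (SE 0.44) and Scin by 3.05 on the log2 scale from FeCon to FeNonAD. Hspa1b fell by 2.94 and Hspa1a by 2.72 from MaCon to MaNonAD, and both genes share reads in the authors' counts. From the differences of the NonAD and AAD groups from Con, the paper infers that gene expression is altered substantially before AAD becomes overt.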

**Table 1:** PERMANOVA and PERMDISP results of pairwise comparisons of transcriptomic profiles across groups

Comparison	R2	*p*-value	Adjusted *p*-value (BH)	Significance	PERMDISP adjusted *p* BH-*p*
FeAAD vs. FeCon	0.34	0.001	0.003	**	0.568
FeAAD vs. FeNonAD	0.23	0.002	0.004	**	0.568
FeNonAD vs. FeCon	0.20	0.002	0.004	**	0.568
MaAAD vs. FeAAD	0.04	0.879	0.879		0.702
MaCon vs. FeCon	0.17	0.001	0.003	**	0.590
MaCon vs. MaAAD	0.39	0.001	0.003	**	0.580
MaCon vs. MaNonAD	0.15	0.025	0.031	*	0.580
MaNonAD vs. FeNonAD	0.15	0.074	0.079		0.955
MaNonAD vs. MaAAD	0.24	0.017	0.023	*	0.580

PERMANOVA, Permutational Multivariate Analysis of Variance. PERMDISP, Permutation test for homogeneity of multivariate dispersions. 

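Dispersion was measured as each library's distance to the spatial median of its group. The mean distance was 0.0243 ± 0.0054 (SD, n = 10) in MaCon, 0.0224 ± 0.0043 (SD, n = 4) in MaNonAD, 0.0273 ± 0.0127 (SD, n = 7) in MaAAD, 0.0261 ± 0.0064 (SD, n = 10) in FeCon, 0.0214 ± 0.0049 (SD, n = 8) in FeNonAD and 0.0316 ± 0.0167 (SD, n = 9) in FeAAD. The 9 exact permutation tests of the difference in mean distance gave adjusted p from 0.483 to 0.748. The lowest unadjusted p was 0.101, for FeAAD against FeNonAD.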

The R² value represents the effect size (the proportion of variance explained by the group factor). Significance: * adjusted *p*-value < 0.05, ** adjusted *p*-value < 0.01. Abbreviations: Con, Control; AAD, Aortic Dissection or Aneurysm; NonAD, non- aortic dissection or aneurysm; Fe, Female; Ma, Male; BH, Benjamini–Hochberg correction

Differential expression analysis using DESeq2 identified distinct sets of differentially expressed genes (DEGs) across the comparisons (Fig. 2C). 

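Between FeAAD and FeCon there were 1836 DEGs, 1435 higher and 401 lower in FeAAD, and between MaAAD and MaCon 1639 DEGs, 1325 higher and 314 lower in MaAAD. Of these, 1245 were DEGs in both sexes, and 1242 of them changed in the same direction. Vpreb2, Sh2d6 and Mt2, the DEGs that changed in opposite directions, were chosen after their values were seen. Between FeAAD and FeNonAD there were 1016 DEGs, 980 higher and 36 lower. Between MaAAD and MaNonAD there were 51 DEGs, all higher in MaAAD, and the lowest adjusted p of this comparison was 0.0497. This male count moved most with the method, to 515 with DESeq2 and to 0 without the filter on low counts, where 2950 genes had an unadjusted p under 0.05. Sex differences in the step from NonAD to AAD were also tested directly, and gave 0 DEGs, with 150 genes at an unadjusted p under 0.05.

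Arg1, on chromosome 10 from 24915221 to 24927484, encodes arginase 1 and averaged 0.0895 ± 0.0957 CPM (SD, n = 10) in FeCon, 0.443 ± 0.932 CPM (SD, n = 8) in FeNonAD and 161 ± 381 CPM (SD, n = 9) in FeAAD. Its log2 fold change was 10.69 (SE 1.48, adjusted p = 1.39e-07) between FeAAD and FeCon and 8.49 (SE 1.37, adjusted p = 9.96e-05) between FeAAD and FeNonAD. In males, Arg1 was at least 552-fold higher in MaAAD than in MaCon, where no library exceeded 3 counts. It averaged 110 ± 197 CPM (SD, n = 7) in MaAAD, and most of this mean came from 1 library at 544 CPM. Spp1 had a log2 fold change of 8.27 (SE 0.89, adjusted p = 9.52e-10) between FeAAD and FeCon and 8.97 (SE 0.93, adjusted p = 1.39e-09) between MaAAD and MaCon. Il1b, on chromosome 2 from 129364570 to 129371139, had a log2 fold change of 6.84 (SE 0.82, adjusted p = 7.07e-09) in females and 5.41 (SE 0.80, adjusted p = 7.08e-07) in males in the same comparisons. Il6 was at least 24.1-fold higher in MaAAD than in MaNonAD (adjusted p = 0.0497), at a mean of 4.62 ± 5.17 CPM (SD, n = 7) in MaAAD. Cxcl3 was at least 34.5-fold higher in FeAAD than in FeCon and at least 26.6-fold higher in MaAAD than in MaNonAD. Its CPM ranged from 0 to 43.1 in FeAAD (mean 7.15) and from 0.31 to 19.7 in MaAAD (mean 5.12). Much of each mean, and so of each fold bound, came from the highest library. S100a8 had a log2 fold change of 6.50 (SE 1.23, adjusted p = 0.00019) between FeAAD and FeNonAD. It averaged 49.5 ± 123.5 CPM (SD, n = 9) in FeAAD, where libraries ranged from 0.12 to 374.5 CPM. Most of this mean, and so much of the fold change, came from the highest library.

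The largest falls between FeAAD and FeCon were in Vwce, on chromosome 19 from 10634213 to 10666213, which fell by 4.52 on the log2 scale (SE 0.44, adjusted p = 2.74e-10), Myl3, which fell by 3.64 (SE 1.28, adjusted p = 0.0184), and Scin, which fell by 3.37 (SE 0.30, adjusted p = 8.07e-11). Myl3 was at 5.93 on the log2(CPM + 1) scale in FeCon10 and at 1.97 or less in the other FeCon libraries, and FeCon10 was the highest FeCon library for 7 of 10 other heart muscle genes. Between MaAAD and MaCon, Hspa1b fell by 3.6 and Hspa1a by 3.52, and MaCon libraries ranged from 68.3 to 1548 CPM for Hspa1b. Between MaAAD and FeAAD there were 10 DEGs, and 8 were higher in males, among them Ddx3y, Kdm5d, Uty and Eif2s3y of the Y chromosome. Fos fell by 2.15 (SE 0.48, adjusted p = 0.0498) and Fosb by 1.99 (SE 0.43, adjusted p = 0.0367) on the log2 scale from FeAAD to MaAAD. Same-numbered libraries of these 2 groups had correlated deviations from their group means (mean r = 0.16), and with the library number as a block 5 DEGs were found, which were Ddx3y, Kdm5d, Uty, Eif2s3y and C7. Between MaCon and FeCon there were 218 DEGs, 93 higher and 125 lower in MaCon, of which Mup10 fell by 3.56 and Mup22 by 2.81 from FeCon to MaCon. Reads of both Mup genes were shared out between genes, so their values are less certain.

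**Figure D1:**
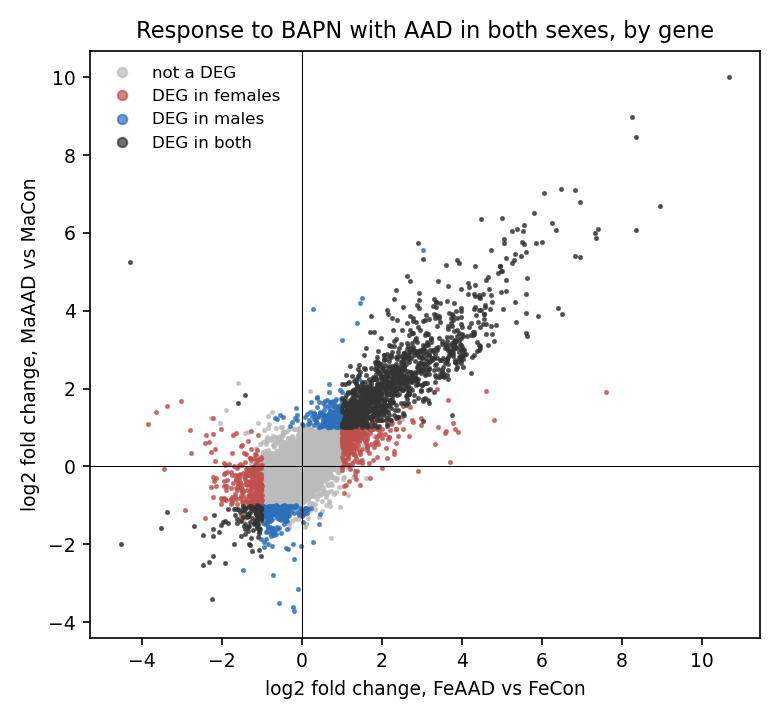
Log2 fold change of each tested gene between FeAAD and FeCon (horizontal axis) and between MaAAD and MaCon (vertical axis), with DEGs of females, of males and of both sexes in different colours. The 1245 DEGs of both sexes lie along the diagonal, apart from Vpreb2, Sh2d6 and Mt2, and r across all tested genes was 0.862.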

Pattern clustering analysis subsequently grouped all DEGs into six expression clusters (Fig. 2D). 

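Genes that were DEGs in any of the 9 pairwise comparisons, 2364 in all, were clustered by fuzzy c-means with 6 centres on the standardized mean log2(CPM + 1) of the 6 groups. All 20 random starts reached the same best solution. Clusters were paired one to one with the panels of Fig. 2D, by the pairing with the largest sum of r. This gave r of 0.99, 0.97, 0.999, 0.974, 0.983 and 0.799 for Clusters 1 to 6. Cluster 6, with the lowest r, is therefore a less certain counterpart of its panel. The clusters held 247, 220, 727, 658, 218 and 294 genes. The mean of a cluster's genes, each standardized over the 48 libraries, describes each cluster per group, and was not tested because the genes were grouped by these means. Cluster sizes moved most when genes were chosen by adjusted p alone, which gave 1672 genes in Cluster 1, although 79.6% of the 2364 genes kept their cluster.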

In Cluster 1, the genes showed a decreasing trend from Con to NonAD to AAD in both males and females and were enriched in pathways associated with vascular smooth muscle cell function, including Wnt signaling, muscle cell differentiation, myofibril and contractile fiber organization, and autophagy-related processes (Fig. 2E). 

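Cluster 1 averaged 0.56 ± 0.21 (SD, n = 10) in MaCon, -0.08 ± 0.36 (SD, n = 4) in MaNonAD and -0.81 ± 0.41 (SD, n = 7) in MaAAD, in standard deviations of each gene. In females it averaged 0.82 ± 0.28 (SD, n = 10) in FeCon, 0 ± 0.21 (SD, n = 8) in FeNonAD and -0.87 ± 0.59 (SD, n = 9) in FeAAD. Of its 247 genes, 212 fell stepwise in both sexes. Gene lists written from gene names, in place of the paper's pathway databases, were tested with one-sided Fisher's exact tests against the 14431 tested genes, over 54 pairs of list and cluster. Of 26 contractile smooth muscle genes, 12 were in Cluster 1, where 0.4 were expected (odds ratio 51.6, adjusted p = 6.81e-14). These were Acta2, Actg2, Cnn1, Des, Lmod1, Myh11, Myl9, Myocd, Ppp1r12b, Ppp1r14a, Synpo2 and Tpm2. None of 47 autophagy genes was in any cluster. With genes chosen by adjusted p alone, a setting whose enrichment was tested after seeing the data, 19 autophagy genes were in Cluster 1 (adjusted p = 4.52e-06) and 14 of 61 Wnt signaling genes (adjusted p = 0.0474).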

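The 220 genes of Cluster 2 averaged 1.03 ± 0.58 (SD, n = 10) in FeCon, -0.31 ± 0.23 (SD, n = 8) in FeNonAD and -0.43 ± 0.29 (SD, n = 9) in FeAAD. The FeCon libraries ranged from -0.24 to 1.64. In males these genes averaged -0.15 ± 0.20 (SD, n = 10) in MaCon, -0.11 ± 0.11 (SD, n = 4) in MaNonAD and -0.28 ± 0.14 (SD, n = 7) in MaAAD. Mean expression was highest in FeCon for 207 of the 220 genes. A stepwise fall in both sexes was found for 40 of them. On the log2 scale, the mean change from MaCon was 0.03 in MaNonAD and -0.05 in MaAAD.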

Cluster 2 displayed a similar downward trend but with higher baseline expression in the female controls. These genes were enriched in pathways related to smooth muscle biology, RNA splicing, and histone modification (Fig. 2F). 

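None of 72 RNA splicing genes was in any cluster of the 2364 DEGs. Chosen by adjusted p alone, a setting whose enrichment was tested after seeing the data, Cluster 2 held 24 of 62 histone modification genes, where 5.3 were expected (odds ratio 6.80, adjusted p = 1.23e-09). In that setting 16 of the 72 splicing genes were in Cluster 1 (odds ratio 2.19, adjusted p = 0.044).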

Cluster 3 exhibited a consistent increase from Con to NonAD to AAD in both sexes, and enrichment analysis revealed a predominance of immune-related pathways, particularly leukocyte chemotaxis, cytokine secretion, and inflammation (Fig. 2G). 

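Cluster 3 averaged -0.62 ± 0.21 (SD, n = 10) in MaCon, -0.03 ± 0.37 (SD, n = 4) in MaNonAD and 0.98 ± 0.51 (SD, n = 7) in MaAAD. The corresponding means in females were -0.78 ± 0.16 (SD, n = 10) in FeCon, -0.22 ± 0.34 (SD, n = 8) in FeNonAD and 1.01 ± 0.73 (SD, n = 9) in FeAAD. Of its 727 genes, 693 rose stepwise in both sexes. Cluster 3 held 13 of 50 leukocyte chemotaxis genes (adjusted p = 1.03e-05) and 11 of 55 genes of inflammatory cytokine signaling (adjusted p = 0.000832). Tested against the clustered genes only, a background added after seeing the data, neither list passed the threshold in Cluster 3.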

Cluster 4 also showed an overall upward trend, although no marked increase was observed in the FeNonAD group. These genes were again linked to leukocyte chemotaxis and inflammatory signaling (Fig. 2H). 

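Cluster 4 averaged -0.43 ± 0.19 (SD, n = 10) in FeCon, -0.32 ± 0.35 (SD, n = 8) in FeNonAD and 0.83 ± 0.79 (SD, n = 9) in FeAAD. In males the means were -0.68 ± 0.15 (SD, n = 10), -0.23 ± 0.29 (SD, n = 4) and 1.02 ± 0.53 (SD, n = 7) in MaCon, MaNonAD and MaAAD. The mean log2 change from Con to NonAD over its 658 genes was 0.09 in females and 0.34 in males, and the difference between these changes was not tested. Of these genes, 467 had a higher mean in FeNonAD than in FeCon, and 434 rose stepwise in both sexes. The cluster mean ranged from -0.58 to 0.51 over the FeNonAD libraries and from -0.69 to -0.05 over the FeCon libraries. The small female rise in the cluster mean rests on the highest FeNonAD library.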

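Cluster 4 held 30 of the 50 leukocyte chemotaxis genes, where 2.3 were expected (adjusted p = 3.32e-26), and 27 of the 55 genes of inflammatory cytokine signaling (adjusted p = 1.14e-20). Against the clustered genes only, the odds ratios were 5.04 (adjusted p = 1.91e-06) and 6.59 (adjusted p = 8.04e-07), a background added after seeing the data.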

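The 218 genes of Cluster 5 averaged 0.88 ± 0.19 (SD, n = 10) in MaCon, -0.01 ± 0.33 (SD, n = 4) in MaNonAD and -0.74 ± 0.30 (SD, n = 7) in MaAAD. In females they averaged 0.02 ± 0.24 (SD, n = 10) in FeCon, 0.22 ± 0.18 (SD, n = 8) in FeNonAD and -0.61 ± 0.45 (SD, n = 9) in FeAAD. The FeNonAD libraries ranged from 0.07 to 0.54 and the FeCon libraries from -0.26 to 0.48. For 139 of the 218 genes the mean was higher in FeNonAD than in FeCon, and 71 fell stepwise in both sexes. The mean log2 change from FeCon to FeNonAD was 0.10. In the controls the genes were on average 0.48 higher in MaCon than in FeCon on the log2 scale.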

Cluster 5 demonstrated a sex-dependent expression pattern, characterized by a progressive decline in males but a transient upregulation in FeNonAD, followed by a reduced expression in FeAAD. Functional analysis associated this cluster with the regulation of autophagy, smooth muscle processes, and mitochondrial function (Fig. 2I). Cluster 6 showed low expression specifically in the female control group, with its functions primarily associated with metal ion transport and related processes (Fig. 2J).

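Cluster 6 averaged -0.87 ± 0.22 (SD, n = 10) in FeCon, -0.05 ± 0.19 (SD, n = 8) in FeNonAD and 0.60 ± 0.35 (SD, n = 9) in FeAAD. In males the means were -0.24 ± 0.25 (SD, n = 10) in MaCon, 0.40 ± 0.15 (SD, n = 4) in MaNonAD and 0.65 ± 0.29 (SD, n = 7) in MaAAD. FeCon had the lowest mean for 262 of the 294 genes, and 169 genes rose stepwise in both sexes. Cluster 6 matched its panel of Fig. 2D at r = 0.799, and at r = 0.984 with genes chosen by adjusted p alone. Metal ion transport genes passed the threshold in no cluster of the DEGs. With genes chosen by adjusted p alone, a setting whose enrichment was tested after seeing the data, 15 of 58 were in Cluster 4 (adjusted p = 0.00399).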

### Transcriptional regulatory analysis and immune cell infiltration analysis

Transcriptional regulatory analysis using the Transcriptional Regulatory Relationships Unraveled by Sentence-based Text mining database revealed potential regulatory transcription factors (TFs) for each cluster. For Cluster 1, Mef2c, Srf, and Egr2 were identified as potential regulators; for Cluster 2, Trp53, Clock, and Mecp2 were identified as potential regulatory TFs. For Clusters 3 and 4, the primary TFs identified were Trp53, Nfkb1, and Jun. For Cluster 5, only Isl1 was identified as a potential regulator. For Cluster 6, Sp1, Ebf1, and Prdm1 were identified as potential regulatory TFs (Fig. 3A).

**Fig. 3:**
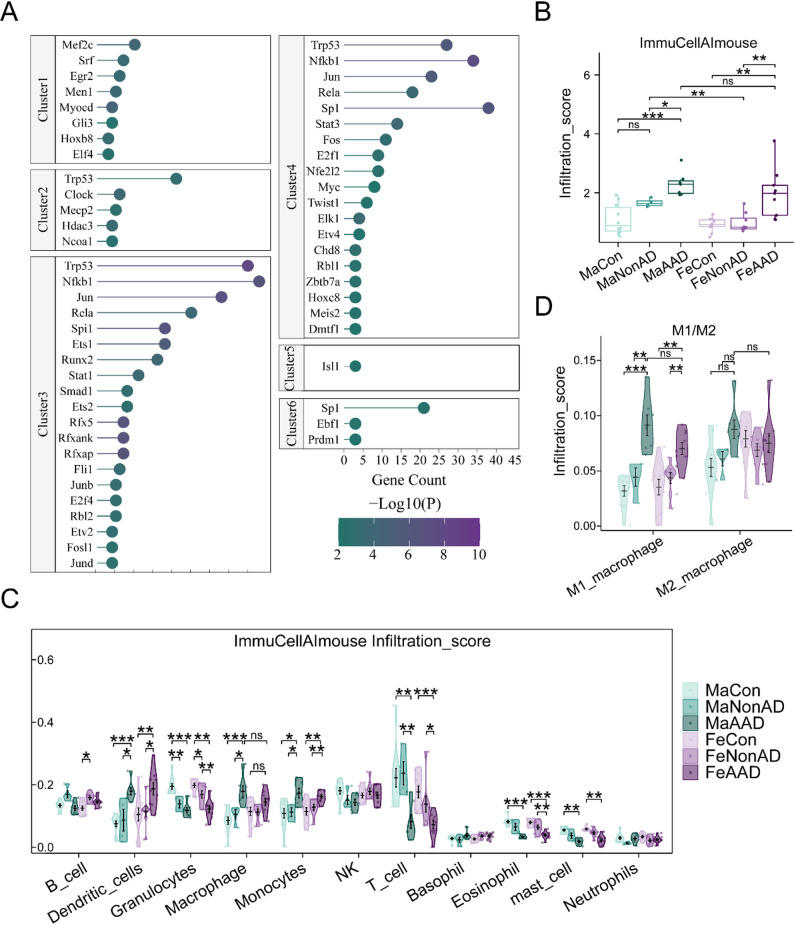
Transcription factor prediction and immune-infiltration analysis in aortas of β-aminopropionitrile (BAPN)-treated mice by sex. (**A**) Transcription factor prediction for each expression cluster. Immune-infiltration scores derived from the Immune Cell Abundance Identifier (ImmuCellAI), including total (**B**), major immune cell types (**C**), and macrophage subtypes (**D**). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

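Immune cell content was estimated by marker scores, the mean log2(CPM + 1) of lists of marker genes written from gene names, in place of the program the paper used. The leukocyte score of 20 markers averaged 2.87 ± 0.48 (SD, n = 10) in MaCon, 3.71 ± 0.38 (SD, n = 4) in MaNonAD and 4.99 ± 0.70 (SD, n = 7) in MaAAD. In females it averaged 2.85 ± 0.31 (SD, n = 10) in FeCon, 3.27 ± 0.56 (SD, n = 8) in FeNonAD and 4.79 ± 0.88 (SD, n = 9) in FeAAD. Two-sided exact permutation tests, adjusted over 72 tests of 8 scores and 9 comparisons, gave adjusted p = 0.000309 for MaAAD against MaCon and adjusted p = 0.00013 for FeAAD against FeCon. The score was 1.28 higher in MaAAD than in MaNonAD (adjusted p = 0.0234) and 1.52 higher in FeAAD than in FeNonAD (adjusted p = 0.00257). Every MaAAD library lay above every MaCon and MaNonAD library. The lowest MaAAD library, at 4.195, was almost level with the highest MaNonAD library, at 4.19. Library FeAAD5, at 6.79, was far above the other FeAAD libraries, which ranged from 3.78 to 5.03. With the library number as a block, the setting that moved the scores most, the difference between MaAAD and MaNonAD was 0.88.

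**Figure D2:**
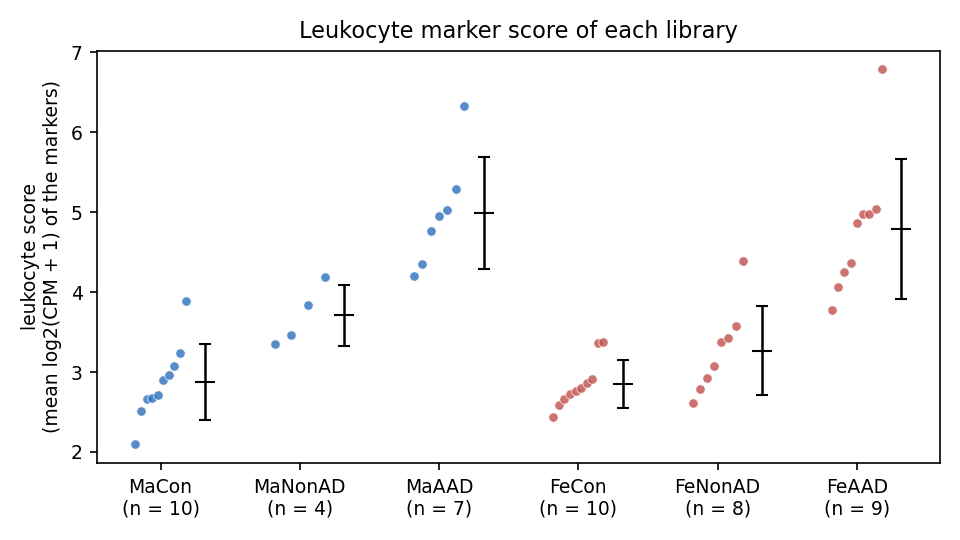
Leukocyte score of each library by group, with the mean and SD to the right of the points. The MaAAD libraries lie from 4.195 to 6.33, above all MaCon libraries and just above the highest MaNonAD library at 4.19.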

The overall immune cell infiltration score was significantly increased in both MaAAD and FeAAD groups. Although the MaNonAD group showed an increasing trend, this was not statistically significant; however, its score was significantly higher than that of the FeNonAD group. 

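The leukocyte score was 0.84 higher in MaNonAD than in MaCon (exact permutation test, adjusted p = 0.0248) and 0.42 higher in FeNonAD than in FeCon (adjusted p = 0.0951). The difference between these responses of the sexes was 0.42 (permutation test, p = 0.271, adjusted p = 0.889 over 16 tests). The score was 0.44 higher in MaNonAD than in FeNonAD (exact permutation test, adjusted p = 0.307). FeNonAD8 was at 4.39, where the other FeNonAD libraries ranged from 2.61 to 3.58. It lowers this difference and that between the responses, and neither was tested without FeNonAD8. Across the fits that each left out 1 of the 4 MaNonAD libraries, the difference between MaNonAD and MaCon lay from 0.68 to 0.96 and passed the threshold in 2 of the 4.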

(Fig. 3B). 

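The macrophage score of 14 markers was 2.01 higher in MaAAD than in MaCon and 1.71 higher in FeAAD than in FeCon. The monocyte score of 10 markers was 1.39 higher in males and 1.07 higher in females in these comparisons. The dendritic cell score of 14 markers was 1.24 higher in males and 1.28 higher in females. Between NonAD and Con, the monocyte score was 0.55 higher in males (exact permutation test, adjusted p = 0.0125) and 0.25 higher in females (adjusted p = 0.0162). The granulocyte score, for which 8 of 14 markers passed the filter, averaged 0.62 ± 0.32 (SD, n = 10) in MaCon, 0.69 ± 0.19 (SD, n = 4) in MaNonAD and 1.57 ± 1.03 (SD, n = 7) in MaAAD. In females it averaged 0.48 ± 0.18 (SD, n = 10), 0.54 ± 0.24 (SD, n = 8) and 1.58 ± 1.43 (SD, n = 9) in FeCon, FeNonAD and FeAAD. It was 0.95 higher in MaAAD than in MaCon (exact permutation test, adjusted p = 0.0115) and 1.10 higher in FeAAD than in FeCon (adjusted p = 0.00108). The T cell score of 13 markers averaged 1.28 ± 1.00 (SD, n = 10), 1.72 ± 0.36 (SD, n = 4) and 1.22 ± 0.51 (SD, n = 7) in MaCon, MaNonAD and MaAAD, and 0.92 ± 0.39 (SD, n = 10), 0.88 ± 0.56 (SD, n = 8) and 0.99 ± 0.29 (SD, n = 9) in FeCon, FeNonAD and FeAAD. No comparison of the T cell score passed the adjusted threshold, and the lowest adjusted p was 0.0579, for MaNonAD against FeNonAD. The MaCon mean of the T cell score includes library MaCon2, at 3.91, which was the highest MaCon library for all 9 genes of a thymus list.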

Among major immune cell types, myeloid populations—including dendritic cells, monocytes, and macrophages—showed increasing trends, whereas granulocytes and T cells tended to decrease with disease progression. 

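The macrophage score averaged 6.39 ± 0.68 (SD, n = 7) in MaAAD and 6.14 ± 0.76 (SD, n = 9) in FeAAD. The difference of 0.25 was smaller than the spread within either group (exact permutation test, adjusted p = 0.634). The MaAAD libraries ranged from 5.59 to 7.62 and the FeAAD libraries from 5.19 to 7.89.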

Macrophage infiltration was lower in the FeAAD group than in the MaAAD group, although the difference did not reach statistical significance (Fig. 3C). Further analysis of the immune cell subtypes showed that both M1 and M2 macrophages were elevated in AAD, with a statistically significant increase in M1. 

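The M1 macrophage score, for which 11 of 14 markers passed the filter, was 1.37 higher in MaAAD than in MaCon and 1.43 higher in FeAAD than in FeCon. The M2 macrophage score, with 11 of 12 markers, was 1.21 higher in males and 0.93 higher in females in the same comparisons. Against NonAD, the M2 score was 0.88 higher in MaAAD (exact permutation test, adjusted p = 0.0409) and 0.75 higher in FeAAD (adjusted p = 0.00839). With the median over markers in place of the mean, the M2 difference between FeAAD and FeNonAD was -0.16.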

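The M1 macrophage score averaged 2.65 ± 0.41 (SD, n = 7) in MaAAD and 2.70 ± 0.72 (SD, n = 9) in FeAAD. The mean was -0.05 in MaAAD relative to FeAAD (exact permutation test, adjusted p = 0.92). The sign of this difference changed with the way the markers were combined, to 0.03 with z-scores and 0.06 with the median over markers.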

Although the M1 macrophage score was lower in the FeAAD group than in the MaAAD group, this difference did not reach statistical significance (Fig. 3D).

### Serum untargeted metabolomic analysis in BAPN-induced AD mouse models across sexes

Untargeted metabolomic profiling of peripheral serum samples identified 5,524 annotated metabolites. QC assessment demonstrated high reproducibility among technical replicates, with correlation coefficients exceeding 0.8 for all QC samples, confirming the robustness of the dataset (Fig. 4A). Principal component analysis revealed distinct separation among the Con, NonAD, and AAD metabolic profiles in both sexes (Fig. 4B). Subsequent PCoA combined with PERMANOVA indicated no statistically significant separation among the MaCon, MaNonAD, and MaAAD groups. In contrast, significant metabolic differences were observed between the FeCon vs. FeNonAD and FeCon vs. FeAAD comparisons, although the FeNonAD and FeAAD groups remained metabolically similar (Fig. 4C; Table 2). These findings suggest that BAPN induces more pronounced systemic metabolic alterations in female mice, and these changes may arise before overt pathological manifestations.

**Fig. 4:**
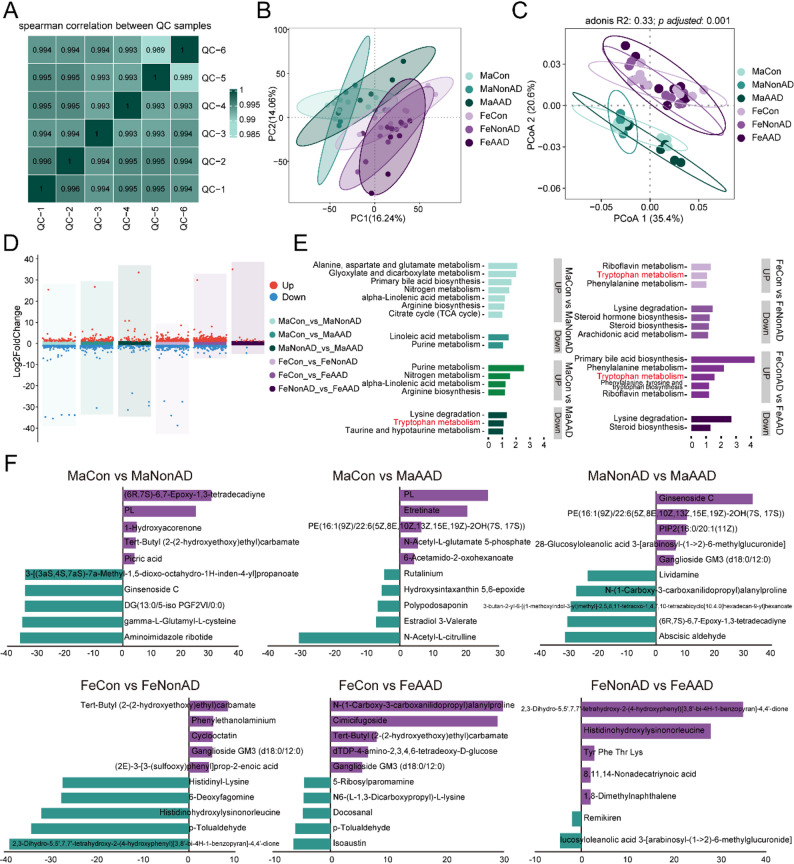
Serum metabolomic analysis of β-aminopropionitrile (BAPN)-treated mice by sex. (**A**) Sample quality control correlation heatmap. (**B**) Principal component analysis plot of different groups. (**C**) Principal coordinate analysis (PCoA) plot of different groups. (**D**) Volcano plot of multi-group differential analysis. (**E**) Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment plot of differential metabolites from each comparison group. (**F**) Top five upregulated and downregulated metabolites (by logFC) for each comparison group

**Table 2:** PERMANOVA and PERMDISP results of pairwise comparisons of serum metabolomic profiles across groups

Comparison	R2	*p*-value	Adjusted *p*-value(BH)	Significance	PERMDISP adjusted *p* BH-*p*
FeAAD vs. FeCon	0.14	0.013	0.020	*	0.508
FeAAD vs. FeNonAD	0.08	0.284	0.304		0.495
FeAAD vs. MaAAD	0.20	0.001	0.003	**	0.508
FeCon vs. FeNonAD	0.16	0.013	0.020	*	0.495
FeCon vs. MaCon	0.32	0.001	0.003	**	0.765
FeNonAD vs. MaNonAD	0.23	0.004	0.009	**	0.508
MaAAD vs. MaCon	0.11	0.065	0.075		0.932
MaAAD vs. MaNonAD	0.11	0.348	0.348		0.765
MaCon vs. MaNonAD	0.13	0.053	0.066		0.765

PERMANOVA, Permutational Multivariate Analysis of Variance. PERMDISP, Permutation test for homogeneity of multivariate dispersions. The R² value represents the effect size (the proportion of variance explained by the group factor). Significance: * adjusted *p*-value < 0.05, ** adjusted *p*-value < 0.01. Abbreviations: Con, Control; AAD, Aortic Dissection or Aneurysm; NonAD, non- aortic dissection or aneurysm; Fe, Female; Ma, Male; BH, Benjamini–Hochberg correction

Differential metabolite analysis identified significantly altered metabolites across group comparisons, as illustrated in the volcano plots (Fig. 4D). KEGG enrichment analysis showed that tryptophan metabolism was significantly downregulated in MaAAD but upregulated in both the FeNonAD and FeAAD groups (Fig. 4E). The top five upregulated and downregulated metabolites based on the fold change for each comparison are illustrated in Fig. 4F.

Pattern clustering analysis on all differential metabolites identified five distinct metabolite clusters with characteristic expression patterns (Fig. 5A and B). Cluster 1 metabolites showed a progressive increase from Con to NonAD to AAD, primarily enriched in arginine and proline metabolism, pyrimidine metabolism, and purine metabolism. Nineteen metabolites within this cluster were significantly upregulated in all BAPN-treated groups (Fig. 5C and D). Cluster 2 exhibited decreased levels in AAD and was predominantly enriched in arachidonic acid metabolism, with 26 metabolites significantly altered across all groups, all showing reduced abundance (Fig. 5E, F). Cluster 3 displayed a male-specific decreasing trend from Con to NonAD to AAD and was enriched in phenylalanine metabolism and the biosynthesis of unsaturated fatty acids. The top 20 metabolites ranked by average log fold change are shown in Fig. 5G and H. Cluster 4 demonstrated female-specific elevation after BAPN induction and was enriched in steroid hormone biosynthesis, tryptophan metabolism, primary bile acid biosynthesis, arginine biosynthesis, and butanoate metabolism. The top 20 upregulated metabolites in this cluster are shown in Fig. 5I and J. Cluster 5 was characterized by enrichment in the FeCon group, with pathways including steroid biosynthesis and arachidonic acid metabolism; the top 20 metabolites showing significant decreases in both female BAPN-treated groups are presented in Fig. 5K and L.

**Fig. 5:**
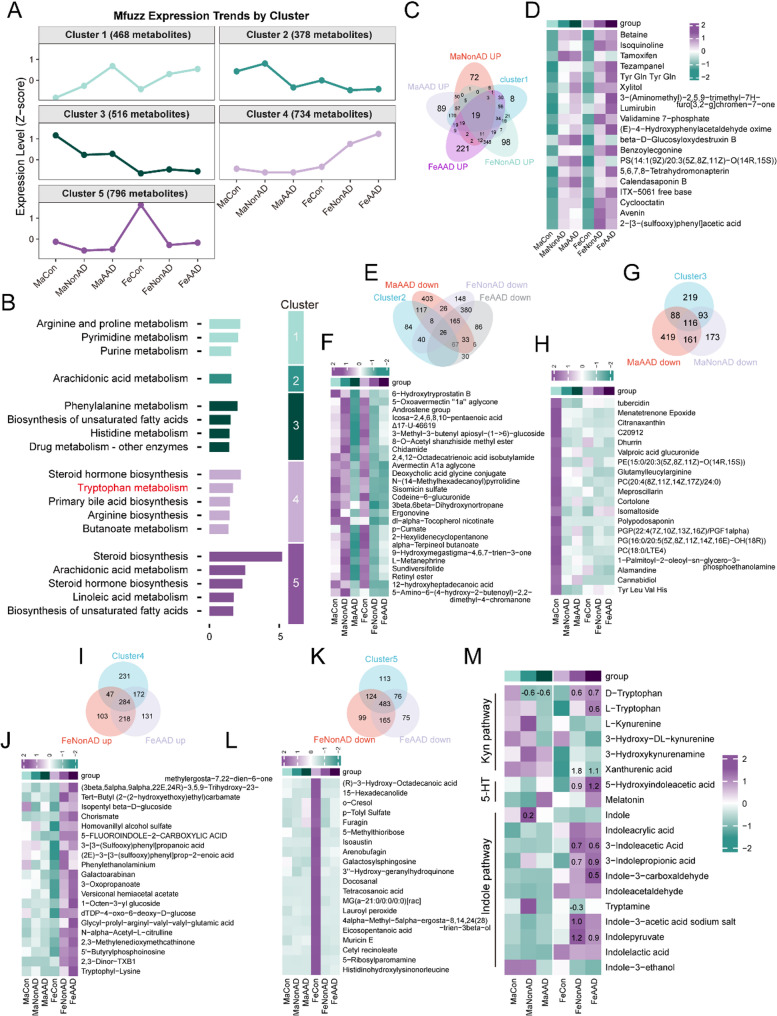
Cluster-based analysis of serum metabolites in β-aminopropionitrile (BAPN)-treated mice by sex. (**A**) Pattern clustering analysis of differentially expressed metabolites. (**B**) Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of metabolites for each cluster. (**C** and **D**) Venn diagram and heatmap of 19 intersecting Cluster 1 metabolites upregulated across all BAPN-treated groups. (**E** and **F**) Venn diagram and heatmap of 26 intersecting Cluster 2 downregulated in male AD (MaAAD), female non-aortic dissection (FeNonAD), and female AD (FeAAD) groups. (**G** and **H**) Venn diagram and heatmap of the top 20 Cluster 3 metabolites downregulated in MaAAD and MaNonAD groups. (**I** and **J**) Venn diagram and heatmap of the top 20 Cluster 4 metabolites upregulated in FeNonAD and FeAAD groups based on average logFC. (**K** and **L**) Venn diagram heatmap of the top 20 Cluster 5 metabolites downregulated in FeNonAD and FeAAD groups, ranked by average logFC. (**M**) Heatmap of tryptophan metabolite expression levels

Given the prominent alterations in tryptophan metabolic pathways in female-specific metabolic signatures, the expression patterns of intermediate metabolites across these pathways were examined. Our analysis revealed sex-dependent alterations in tryptophan metabolism following BAPN induction. Several indole derivatives—including indolepyruvate, indole-3-acetic acid sodium salt, 3-indolepropionic acid, and 3-indoleacetic acid—were significantly elevated only in female mice (Fig. 5M).

### Fecal 16 S rRNA full-length sequencing in BAPN-induced AD mouse models across sexes

At the 4-week endpoint, fecal samples from all 48 mice were collected for DNA extraction and full-length 16 S rRNA gene sequencing. The rarefaction curves reached saturation across all samples, confirming adequate sequencing depth (Fig. 6A). Analysis of the alpha diversity ((Chao1, PD_whole_tree, Shannon, Simpson)) based on OTUs revealed no significant differences among the groups (Fig. 6B). In contrast, beta-diversity assessment using Bray–Curtis distances revealed significant differences in microbial community structure between the MaNonAD and MaCon groups and between the FeAAD and FeCon groups by PCoA and PERMANOVA (Fig. 6C; Table 3). Non-metric multidimensional scaling (NMDS) analysis further supported these distinctions (Fig. 6D). Weighted UniFrac analysis yielded pairwise results consistent with those obtained using Bray–Curtis distances, further supporting the robustness of these findings (Figure S2A, Supplementary Table 1). Unweighted UniFrac analysis produced broadly similar patterns, although results should be interpreted with caution given the sensitivity of this metric to rare taxa (Figure S2B, Supplementary Table 2).

**Fig. 6:**
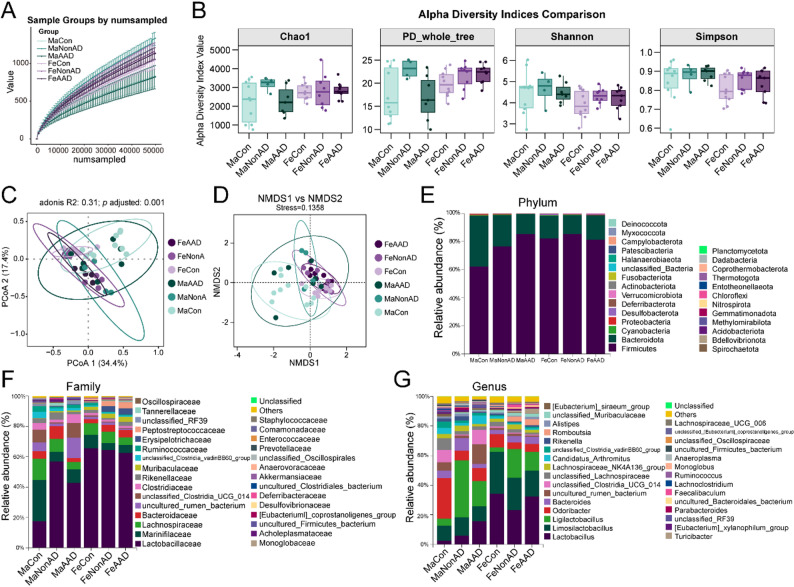
Analysis of gut microbiome in β-aminopropionitrile (BAPN)-treated mice across sexes. (**A**) Rarefaction curves. (**B**) Comparison of alpha diversity indices (Chao1, PD_whole_tree, Shannon, Simpson). (**C**) Principal coordinates analysis (PCoA) and (**D**) non-metric multidimensional scaling (NMDS) plots illustrating the beta-diversity and structural dissimilarity of microbial communities across groups. Stacked bar chart illustrating gut microbiome distribution at the phylum (**E**), family (**F**), and genus (**G**) levels

**Table 3:** PERMANOVA and PERMDISP results of pairwise comparisons of fecal microbial profiles across groups

Comparison	R2	*p*-value	Adjusted *p*-value(BH)	significance	PERMDISP adjusted *p* BH-*p*
FeAAD vs. FeCon	0.15	0.011	0.028	*	0.407
FeAAD vs. FeNonAD	0.04	0.696	0.696		0.099
FeAAD vs. MaAAD	0.16	0.021	0.038	*	0.067
FeCon vs. FeNonAD	0.14	0.039	0.059		0.084
FeCon vs. MaCon	0.31	0.001	0.005	**	0.007
FeNonAD vs. MaNonAD	0.16	0.135	0.156		0.635
MaAAD vs. MaCon	0.12	0.044	0.060		0.988
MaAAD vs. MaNonAD	0.12	0.239	0.256		0.345
MaCon vs. MaNonAD	0.19	0.023	0.038	*	0.126

PERMANOVA, Permutational Multivariate Analysis of Variance. PERMDISP, Permutation test for homogeneity of multivariate dispersions. The R² value represents the effect size (the proportion of variance explained by the group factor). Significance: * adjusted *p*-value < 0.05, ** adjusted *p*-value < 0.01. Abbreviations: Con, Control; AAD, Aortic Dissection or Aneurysm; NonAD, non- aortic dissection or aneurysm; Fe, Female; Ma, Male; BH, Benjamini–Hochberg correction

Microbial composition analysis revealed distinct profiles across taxonomic levels (Fig. 6E–G). Differential abundance analysis using DESeq2 identified significantly altered taxa. At the phylum level, compared to the MaCon group, the MaNonAD group showed a significant reduction in Bacteroidota, whereas the MaAAD group showed an increase in Firmicutes. In females, the FeNonAD group displayed reduced Actinobacteria and Patescibacteria compared to the FeCon group, whereas the FeAAD group showed increased Desulfobacterota and Verrucomicrobiota along with reduced Actinobacteria and Patescibacteria relative to the FeCon group (Fig. 7A). The Firmicutes/Bacteroidota (F/B) ratio was significantly elevated in male NonAD and AAD mice (Fig. 7B). Volcano plots highlighted the genus- and species-level differences (Figs. 7C and D). Species-level UpSet plot analysis revealed increased *Lactobacillus reuteri* in the NonAD groups of both sexes, whereas *unclassified Lachnospiraceae*, *Akkermansia muciniphila*, and *unclassified Monoglobus* were differentially enriched in the AAD groups. Notably, *Akkermansia muciniphila* decreased in MaAAD but increased in FeAAD (Fig. 7E).

**Fig. 7:**
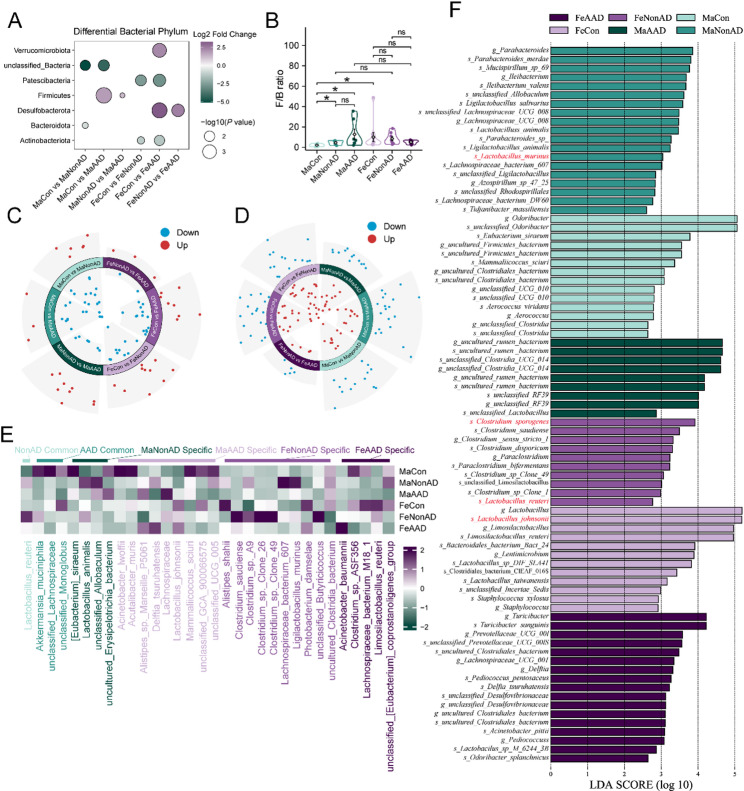
Differential gut microbiota analysis. (**A**) Dot plot displaying differentially abundant phyla at the phylum level. (**B**) Violin plot illustrating Firmicutes/Bacteroidota (F/B) ratio statistics. Volcano plots of multi-group differential analysis at the genus (**C**) and (**D**) species levels. (**E**) Heatmap illustrating expression levels of shared or group-specific differentially abundant bacterial species across comparison groups. (**F**) Bar chart of linear discriminant analysis scores from Linear Discriminant Analysis Effect Size (LEfSe) analysis. * *p* < 0.05

LDA effect size (LEfSe) identified the key taxa distinguishing the experimental groups (Fig. 7F). Species capable of metabolizing tryptophan into indole derivatives—such as *Lactobacillus reuteri* and *Clostridium sporogenes*—were significantly enriched in the FeNonAD group. In contrast, *Lactobacillus johnsonii* was enriched in the FeCon group, and *Lactobacillus murinus* was characteristic of the MaNonAD group. To ensure the robustness of these findings, the sequencing data were independently re-analyzed using the high-resolution DADA2 pipeline. This approach confirmed a similar separation of microbial communities to the OTU-based results, and the representative major taxa at the genus and species level exhibited high consistency across groups (Figure S2C, D). Notably, LEfSe analysis identified the genus *Clostridium_sensu_stricto_1*, along with the species *Clostridium disporicum* and *Clostridium sp. Clone_1*, as characteristic taxa robustly enriched in the FeNonAD group (Figure S2D).

To evaluate the functional metabolic capacity, PICRUSt2 was used to infer microbial gene pathways, followed by differential KEGG Level 3 and enzyme-level analyses (Fig. 8A and B). Tryptophan metabolism was significantly reduced in the MaNonAD group but unchanged in other comparisons (Fig. 8C). Enzyme-level analysis demonstrated significant upregulation of *tyrB* and *aspC* and downregulation of *ipdC* in both the FeNonAD and FeAAD groups (Fig. 8D, E). In females, *tyrB* expression correlated positively with indolepyruvate and indole-3-acetic acid sodium salt (Fig. 8F). Importantly, PICRUSt2 functional predictions based on ASVs similarly verified the significant upregulation of *tyrB* and *aspC* in the FeNonAD and FeAAD groups (Figure S2E).

**Fig. 8:**
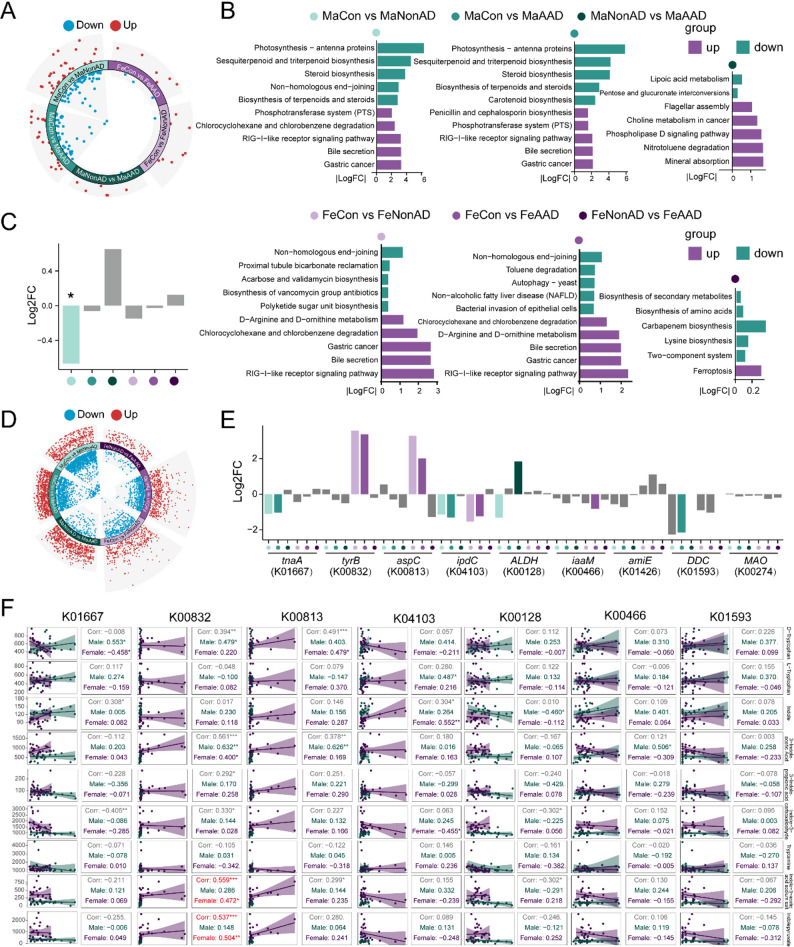
Functional prediction of gut microbiota using PICRUSt2 (Phylogenetic Investigation of Communities by Reconstruction of Unobserved States 2). (**A**) Volcano plots of multi-group differential analysis at Kyoto Encyclopedia of Genes and Genomes (KEGG) Level 3. (**B**) Top five upregulated and downregulated Level 3 pathways across comparison groups. (**C**) Bar chart illustrating logFC values of the “Tryptophan metabolism” pathway across groups. (**D**) Volcano plots of multi-group differential analysis at the KEGG orthology (KO) level. (**E**) Bar chart illustrating logFC values of enzymes involved in the tryptophan–indole pathway across groups. (**F**) Correlation heatmap between these enzymes and differentially expressed tryptophan–indole pathway metabolites

### Integrated multi-omics analysis

To investigate potential mechanisms by which indole metabolites exert protective effects before dissection, we performed WGCNA using transcriptomic data from MaCon, MaNonAD, FeCon, and FeNonAD samples. 

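The network was built from the libraries of 10 MaCon, 4 MaNonAD, 10 FeCon and 8 FeNonAD mice, 32 in all, on the log2(CPM + 1) of the 14431 tested genes. A signed network was computed from Pearson correlations between genes, and the co-expression modules were taken from the tree of its topological overlap with a minimum size of 100 genes and a merging distance of 0.25. The indole metabolites and the correlations of modules with them were not analysed here.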

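At a power of 14, the scale-free fit of the signed network had an R² of 0.852 and a mean connectivity of 94.8. An R² of 0.902 was reached at a power of 20. At the power of 14, the alternative that moved the fit most was to leave out the filter on low counts, with an R² of 0.897 over 18319 genes. R² was 0.809 with quantile normalization and 0.886 for an unsigned network.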

Scale-independence assessment indicated that a soft-threshold power of β = 14 yielded a scale-free topology fit (R² > 0.9) whereas maintaining a high mean connectivity (Fig. 9A). The scale-free topology fit plot further showed a strong linear relationship between log(k) and log(p(k)) at this threshold, fulfilling the criteria for scale-free network construction (Fig. 9B). 

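The slope of log10(p(k)) on log10(k) at a power of 14 was -1.75 for the signed network and -1.69 for the unsigned network, over 10 bins of connectivity.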

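The tree of the 14431 genes gave 26 branches, which merged into 11 modules holding 6726 genes, and 7705 genes were left unassigned. The smallest module held 172 genes. Of the genes in modules, 94.2% had a correlation of at least 0.5 with the eigengene, the main axis of variation, of their module. Less splitting of the tree gave 10 modules, and the 8000 most variable genes gave 9.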

Using dynamic tree cutting followed by module merging, nine distinct gene modules were identified, excluding the unassigned gray module from downstream analyses (Fig. 9C).

**Fig. 9:**
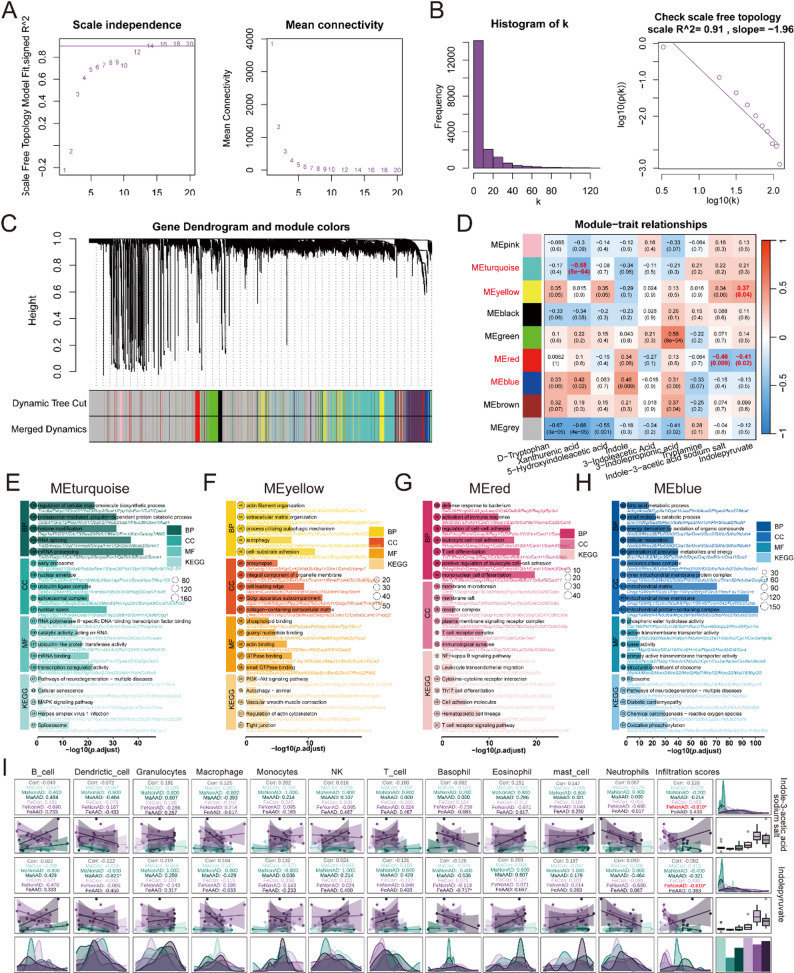
Multi-omics analysis of the tryptophan–indole metabolic pathway. (**A**) Selection of soft-thresholding power (β) for scale-free network construction. (**B**) Histogram of node connectivity (k) and a scatter plot of log10(p(k)) versus log10(k) confirm the scale-free property (R² = 0.91). (**C**) Cluster dendrogram of co-expression modules identified by weighted gene co-expression network analysis. (**D**) Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) functional enrichment analysis of hub genes within the turquoise (**E**), yellow (**F**), red (**G**), and blue (**H**) co-expression modules. Bar length represents the enrichment significance expressed as −log10(adjusted *p*-value). Only terms with adjusted *p* < 0.05 are shown. (**I**) Correlation heatmap between indolepyruvate and indole-3-acetate sodium salt levels with immune-infiltration scores

To explore the relationships between indole metabolites and gene co-expression modules, Spearman correlation coefficients were calculated, and the module-trait relationships were visualized (Fig. 9D). The turquoise module showed a significant negative correlation with xanthurenic acid. The yellow module was positively correlated with indolepyruvate. The red module showed significant negative correlations with both indolepyruvate and indole-3-acetic acid sodium salt, whereas the blue module showed positive correlations with xanthurenic acid and indole.

Functional enrichment of these modules revealed biologically coherent pathways (Fig. 9E–H). The turquoise module was enriched in RNA splicing and histone modification (Fig. 9E). 

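Modules were numbered here by size and tested for the gene lists with one-sided Fisher's exact tests over 110 pairs of list and module. Of 62 histone modification genes, 25 were in module 1 (adjusted p = 3.91e-09) and 11 in module 5 (adjusted p = 0.000976). Of 72 RNA splicing genes, 13 were in module 5 (adjusted p = 0.000208) and 17 in module 1 (adjusted p = 0.00485). The eigengene of module 1, in SD units over the 32 libraries, averaged -0.31 ± 0.96 (SD, n = 10) in MaCon, -0.78 ± 1.20 (SD, n = 4) in MaNonAD, 0.34 ± 1.10 (SD, n = 10) in FeCon and 0.35 ± 0.64 (SD, n = 8) in FeNonAD. The eigengene of module 5 averaged 1.06 ± 0.92 (SD, n = 10) in FeCon and -0.26 ± 0.48 (SD, n = 8) in FeNonAD, a difference of -1.32 (exact permutation test, adjusted p = 0.0166 over 44 tests). In males, module 5 differed by -0.45 between MaNonAD and MaCon (exact permutation test, adjusted p = 0.39). It averaged -0.48 ± 0.59 (SD, n = 10) in MaCon, a difference of -1.54 from FeCon (exact permutation test, adjusted p = 0.00738). FeCon thus also stood apart from the male controls.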

The yellow module was enriched in autophagy and smooth muscle contraction pathways (Fig. 9F). 

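Of 47 autophagy genes, 7 were in module 8, where 1.6 were expected (Fisher's exact test, adjusted p = 0.00996). The list also passed in 1 module with less splitting of the tree (adjusted p = 0.0108). It passed in none with the 8000 most variable genes, which kept only 12 of its genes (lowest adjusted p = 0.64). Of 26 contractile smooth muscle genes, 9 were in module 2, where 1.5 were expected (adjusted p = 9.09e-05). The eigengene of module 8 was 1.12 ± 0.96 (SD, n = 10) in FeCon and -0.78 ± 0.39 (SD, n = 8) in FeNonAD, a difference of -1.90 (exact permutation test, adjusted p = 0.00369). It was -0.27 ± 0.58 (SD, n = 10) in MaCon and -0.57 ± 0.21 (SD, n = 4) in MaNonAD (exact permutation test, adjusted p = 0.454). MaCon differed from FeCon by -1.38 (exact permutation test, adjusted p = 0.0113), so FeCon also stood apart from the male controls in module 8. Module 2 had no comparison past the adjusted threshold, with its lowest adjusted p of 0.0698 for FeNonAD against FeCon.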

The red module was predominantly associated with immune-related processes, including leukocyte adhesion, monocyte and T-cell differentiation, and inflammatory signaling (Fig. 9G). 

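Module 7 held 17 of 20 leukocyte markers (adjusted p = 4.58e-21), 24 of 50 leukocyte chemotaxis genes (adjusted p = 9.63e-21) and 11 of 55 genes of inflammatory cytokine signaling (adjusted p = 4.43e-05). Of 10 monocyte markers it held 2 (adjusted p = 0.365). All 13 T cell markers were in module 11 (adjusted p = 2.27e-24), a module of 172 genes. The eigengene of module 7 averaged -0.48 ± 0.58 (SD, n = 10) in MaCon, 1.24 ± 1.09 (SD, n = 4) in MaNonAD, -0.56 ± 0.46 (SD, n = 10) in FeCon and 0.68 ± 1.08 (SD, n = 8) in FeNonAD. It was higher in MaNonAD than in MaCon (exact permutation test, adjusted p = 0.0195) and higher in FeNonAD than in FeCon (adjusted p = 0.0113). The difference of 0.56 between MaNonAD and FeNonAD was smaller than the spread within either group (exact permutation test, adjusted p = 0.492). FeNonAD8, at 2.85 where the other FeNonAD libraries lay at 1.20 or lower, lowers this difference, which was not tested without it.

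**Figure D3:**
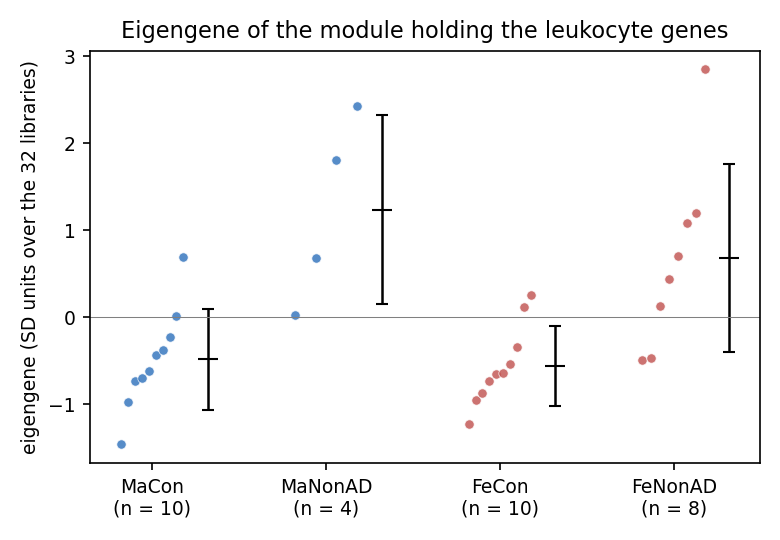
Eigengene of module 7, in SD units over the 32 libraries, for each library by group, with the mean and SD to the right of the points. The means are -0.48 in MaCon, 1.24 in MaNonAD, -0.56 in FeCon and 0.68 in FeNonAD.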

The blue module was enriched in energy metabolism pathways, including cellular respiration and oxidative phosphorylation (Fig. 9H).

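Of 75 oxidative phosphorylation genes of the nucleus, 45 were in module 3 (adjusted p = 6.44e-36) and 28 in module 10 (adjusted p = 1.47e-29). Mitochondrially encoded genes are not listed in the table. The eigengene of module 3 averaged 0.55 ± 1.04 (SD, n = 10) in MaCon, 0.66 ± 1.25 (SD, n = 4) in MaNonAD, -0.57 ± 0.88 (SD, n = 10) in FeCon and -0.31 ± 0.53 (SD, n = 8) in FeNonAD. Neither module passed the adjusted threshold in any of the 4 comparisons, and the lowest adjusted p was 0.0698, for module 3 in MaCon against FeCon.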

Given the significant negative correlations between indolepyruvate/indole-3-acetic acid sodium salt and the immune-related red module, which suggest their potential involvement in modulating immune cell infiltration, their associations with immune-infiltration scores were therefore examined. In the FeNonAD group, both metabolites showed significant negative correlations with the total immune-infiltration score (Fig. 9I).

### Indolepyruvate attenuates BAPN-induced AD in male mice

By performing gross morphological imaging, incidence analysis, and segmental diameter measurements of the aortas across all groups, we observed that intraperitoneal injection of I3P significantly improved the survival rate of male mice (Fig. 10A). Furthermore, treatment with I3P notably reduced the overall incidence of AAD in male mice, accompanied by a significant decrease in the diameters of the aortic arch and descending aorta (Fig. 10B–D). Consistent with these morphological improvements, EVG staining and quantitative analysis revealed that I3P treatment significantly lowered the elastic fiber degradation score in the aortic media of male mice (Fig. 10E–F). Taken together, these findings demonstrate that I3P exerts a potent protective effect against AD in males.

**Fig. 10:**
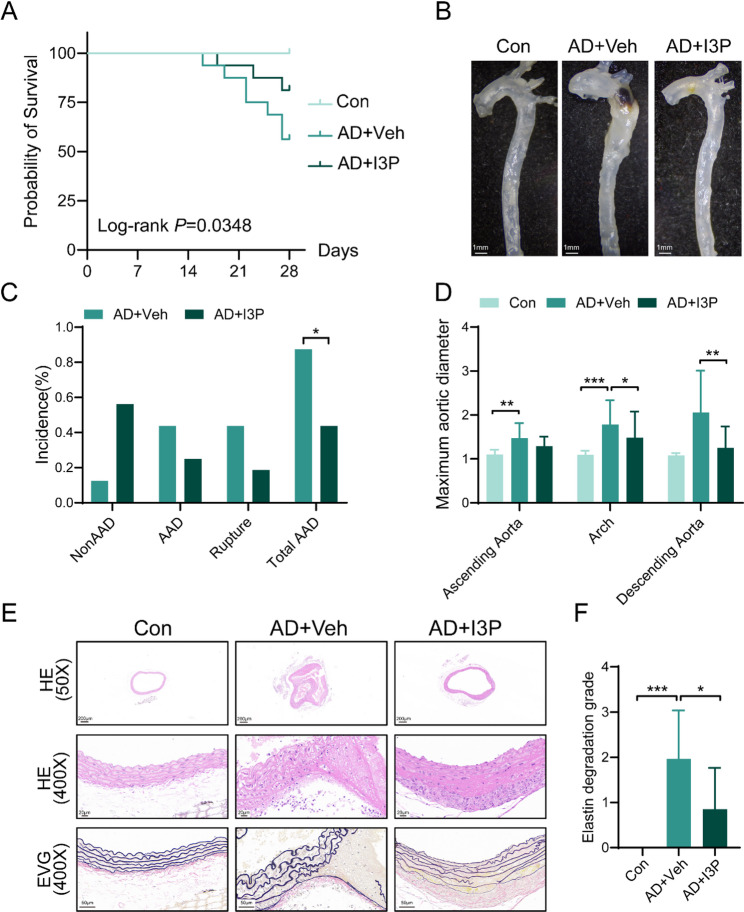
I3P protects against β-aminopropionitrile (BAPN)-induced aortic dissection and medial degradation in male mice. (**A**) Survival curves of mice across different experimental groups; (**B**) Representative gross images of the aorta from each group; (**C**) Statistical analysis of the incidence of aortic lesions in each group; (**D**) Segmental measurements of aortic diameters (ascending aorta, aortic arch, and descending aorta); (**E**) Representative histological images (H&E and EVG staining) of the aorta from each group; (**F**) Quantitative analysis of the elastic fiber degradation score shown as a bar graph. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001

## Discussion

Female sex is widely recognized to confer a protective effect against a broad spectrum of cardiovascular diseases. Accordingly, epidemiological data consistently demonstrate a significantly lower incidence of aortic dissection (AD) in women compared to men; however, the precise molecular mechanisms driving this sexual dimorphism remain largely unexplored. In preclinical settings, the female protective advantage has been well-documented in experimental models of abdominal aortic aneurysm (AAA) and Ang II-induced dissecting aneurysms [29, 30]. Nevertheless, there are relatively few studies exploring the BAPN-induced AD model in female animals. Our present study bridges this gap by demonstrating that female mice also exhibit resistance to BAPN-induced AD. Furthermore, this investigation represents the inaugural comprehensive profiling of sex-associated differences in AD within a multi-omics context.

Transcriptomic analysis revealed substantial alterations in aortic gene expression in the NonAD group, even before dissection formation. Pattern clustering analysis revealed that genes in Clusters 1 and 3 changed progressively from Con to NonAD and ultimately to the AAD state in both sexes. Cluster 1 genes were primarily associated with smooth muscle cell function, whereas Cluster 3 genes were enriched for pathways related to immune cell adhesion, cytokine interactions, and inflammatory response. These findings are consistent with prior work demonstrating progressive smooth muscle dysfunction and immune cell infiltration/activation during AAD development in male mice [31]. Our results confirm that similar processes occur during AAD development in females, suggesting that the NonAD state represents an intermediate transitional phase between physiological (Con) and pathological (AAD) conditions. Enrichment analyses of Clusters 2 and 5 revealed that female control mice exhibited higher basal expression of autophagy-related pathway genes and that certain autophagy genes were further upregulated in the FeNonAD group. This pattern aligns with evidence that sex hormones modulate autophagy [32]. Conversely, the enrichment pattern of Cluster 4 indicated that aortas from the FeNonAD mice were resistant to BAPN-induced upregulation of certain inflammation-related genes. Immune-infiltration analysis supported these findings, revealing significantly lower overall immune cell infiltration scores in the FeNonAD mice. Overall, our results indicate that the FeNonAD state is characterized by attenuated immune activation and inflammatory signaling.

Serum metabolomic analysis revealed that female mice exhibited more pronounced alterations in their serum metabolic profiles than males. Notably, changes in metabolic profiles emerged even in the absence of overt aortic pathology (NonAD group). Notably, the serum metabolic profiles of the FeNonAD and FeAAD groups were highly similar, indicating that systemic metabolic alterations in female mice precede local structural aortic pathologies. Nineteen DEMs exhibited progressive increases from Con to NonAD to AAD in both sexes, providing potential candidates for early AAD biomarker development.

Among the identified metabolic pathways, tryptophan metabolism emerged as a potentially central mediator of sex-specific responses. Tryptophan is an essential amino acid primarily obtained through dietary intake. It is metabolized into various bioactive compounds via the kynurenine, serotonin, and indole pathways, all of which are implicated in vascular diseases. The kynurenine pathway has been associated with macrophage-driven inflammation and is upregulated in aortic aneurysm tissues [33]. Conversely, deficiency of indoleamine 2,3-dioxygenase 1, a key enzyme metabolizing tryptophan in the aorta, limits the progression of abdominal aortic aneurysm (AAA) induced by Ang II combined with a high-fat diet, highlighting a role for the kynurenine pathway in disease development [34, 35]. The indole pathway of tryptophan metabolism may exert protective effects on vascular tissue. For instance, concentrations of indole-3-propionic acid (IPA) and indole-3-aldehyde correlate inversely with the risk of peripheral artery disease (PAD) [36], whereas decreased levels of indole-3-acetic acid (IAA) and IPA are associated with an increased risk of atherosclerotic cardiovascular disease (ASCVD) [37]. In vivo experiments demonstrated that both indole-3-aldehyde and IPA attenuate the progression of experimental AD [38, 39]. Inherent age-dependent sex differences were found in tryptophan-derived indole metabolites, including indolepyruvate. Levels were comparable between 3-week-old female and male mice; however, they were significantly higher in 53-week-old female mice than in age-matched males [40]. In our study, the levels of the relevant metabolite in female mice were similar to those in male mice before BAPN induction. However, after induction, metabolites of the indole pathway were significantly higher in female mice. Therefore, it was hypothesized that tryptophan metabolism, particularly the indole pathway, may contribute to the divergent susceptibility to BAPN-induced AAD.

To test this hypothesis, we performed an interventional rescue experiment by supplementing indolepyruvate to more susceptible male mice. Our results demonstrated that I3P treatment significantly improved survival rates and preserved aortic structural integrity, effectively mitigating the progression of BAPN-induced injury. These findings provide functional evidence that the enrichment of indole metabolites observed in females acts as a contributor of vascular protection rather than a mere associative marker.

Because the production of indole metabolites from tryptophan depends heavily on gut microbiota, we further investigated microbial composition. Recent studies using germ-free and pseudogerm-free mouse models have implicated the gut microbiota in the pathogenesis of cardiovascular diseases, including atherosclerosis, hypertension, and AAA [41–43]. Microbiota influence cardiovascular disease progression by modulating host metabolism and immune responses. Compositional differences in the gut microbiota of patients with AD and healthy controls were observed, highlighting a potential role for gut microbes in AD pathogenesis [25], although the current body of evidence remains limited. Clinical sample-based studies have reported no statistically significant differences in alpha diversity, yet have consistently observed significant differences in beta diversity between AD and controls [25].

In contrast, recent analyses of BAPN-induced mice have documented reduced alpha diversity in AD groups [44, 45]. Our analysis revealed that, whereas alpha diversity remained unchanged, the F/B ratio was markedly elevated in the male AAD group. This ratio is implicated in enhanced energy metabolism and is a recognized biomarker for obesity and increased cardiovascular disease risk [46–48].

According to the OTU-based analysis at the species level, *Akkermansia muciniphila* exhibited opposite trends between sexes, decreasing in male AAD mice while increasing in female AAD. This species is widely recognized as a probiotic that suppresses the progression of atherosclerosis, AAA, and hypertension [49–51]. Several species in the genus *Clostridium*, including *Clostridium saudiense*, *Clostridium sp. A9*, *Clostridium sp. Clone_26*, and *Clostridium sp. Clone_49* was specifically enriched in the FeNonAD group. Although these species remain largely uncharacterized, the genus *Clostridium* contributes to the synthesis of short-chain fatty acids. Notably, butyrate has been proven to confer protection against AD [45, 52]. Several bacterial species that differentially alter tryptophan metabolism were examined. *Lactobacillus reuteri* was significantly increased in both male and female NonAD groups. Moreover, it was a defining species of the FeNonAD group. *L. reuteri* is a well-established probiotic used for acute diarrhea treatment in children [53]. The transformation of tryptophan by *L. reuteri* generates multiple indole derivatives [54]. *Lactobacillus johnsonii*, which synthesizes indole-3-propionic acid from tryptophan, was significantly elevated in MaAAD mice in our study, although heat map visualization indicated even stronger enrichment in female mice [55]. *Clostridium sporogenes*, also a characteristic species of the FeNonAD group, possesses a complete metabolic pathway for converting tryptophan to indolepropionic acid via indolepyruvate [56]. Further analysis via the more stringent DADA2 pipeline identified fewer differentially abundant taxa than OTU-based analysis, but the results showed high consistency with OTU-derived findings at the genus level. Notably, the genus *Clostridium_sensu_stricto_1* and the species *Clostridium disporicum* were robustly enriched in the FeNonAD group. While research on these specific taxa remains limited, existing evidence suggests they are closely associated with tryptophan metabolism [57, 58].

Given that tryptophan metabolism primarily depends on specific enzymes, PICRUSt2 was used to assess changes in the gut microbiota’s metabolic potential across groups. PICRUSt2-based functional predictions supported a pronounced enhancement of the tryptophan–indole pathway in female mice following BAPN induction. Importantly, these functional predictions demonstrated remarkable consistency across different bioinformatic pipelines. The predicted abundance of genes encoding transaminases *tyrB* and *aspC*, which catalyze the formation of indolepyruvate from tryptophan, was significantly elevated in both the FeNonAD and FeAAD groups [59, 60]. Consistent with these genomic predictions, indolepyruvate levels were markedly increased in the serum of these groups. However, we observed an apparent discrepancy regarding indole-3-acetic acid (IAA) synthesis: although IAA was significantly upregulated in female serum, the predicted abundance of the *ipdC* gene (encoding indolepyruvate decarboxylase) was significantly reduced [61]. To clarify this, we further mined our PICRUSt2 data for alternative IAA biosynthesis routes, including the indole-3-acetamide (IAM) pathway (*iaaM*/K00466 and *amiE*/K01426) and the tryptamine pathway (*DDC*/K01593 and *MAO*/K00274). Interestingly, these alternative routes did not show upregulation. This divergence between predicted gene abundance and observed metabolite levels likely stems from substrate-driven metabolic flux. Our metabolomics data showed that upstream precursors, particularly tryptophan, were robustly maintained or increased in females. According to the principles of enzyme kinetics, high substrate availability can drive an increased metabolic rate even when the concentration of the encoding enzymes remains stable or slightly decreased. Furthermore, the elevated systemic IAA likely reflects the cumulative microbial output and host absorption dynamics integrated over the 28-d induction period, which a cross-sectional prediction at a single timepoint may not fully capture. Finally, it is important to emphasize that PICRUSt2 provides an estimation of the functional potential based on 16 S rRNA sequences, which does not equate to actual in vivo metagenomic gene expression or real-time enzymatic activity.

Integrated multi-omics analysis using WGCNA revealed preliminary links between circulating indole metabolites and aortic gene expression. Both indole-3-acetic acid sodium salt (the chemical form of indole-3-acetic acid in positive ion mode) and indolepyruvate demonstrated significant negative correlations with the red gene module, which was enriched for pathways regulating T-cell/monocyte differentiation, immune cell chemotaxis, and inflammatory responses. Moreover, indolepyruvate showed a significant positive correlation with the yellow gene module, which was enriched in vascular smooth muscle cell function and autophagy pathways. These results strongly suggest that the two indole metabolites may contribute to the female-protective effect by attenuating inflammation and promoting autophagy. This interpretation is consistent with established mechanistic data. Indolepyruvate suppresses lipopolysaccharide (LPS)-induced interleukin 1β (IL-1β) production in macrophages by reducing hypoxia-inducible factor 1-alpha (HIF-1α) levels and glycolysis [62]. IAA inhibits T-cell differentiation into Th17 cells while promoting regulatory T-cell (Treg) development [63].

Mechanistically, indole derivatives, such as indolepyruvate and IAA, are recognized as potent endogenous ligands for the aryl hydrocarbon receptor (AhR), which exerts its biological effects through distinct canonical and non-canonical signaling pathways. The canonical pathway, characterized by AhR-ARNT dimerization and binding to xenobiotic response elements (XRE), primarily mediates the transcription of cytochrome P450 enzymes (e.g., *Cyp1a1*, *Cyp1b1*) for xenobiotic detoxification. In contrast, non-canonical AhR signaling—often independent of classical DNA binding—plays a pivotal role in immune regulation, complementing the canonical pathway [64, 65]. Macrophages lacking AhR hyperproduce IL-1β, IL-6, and tumor necrosis factor-α (TNF-α) upon stimulation, a pro-inflammatory state that drives subsequent infiltration and M1 polarization in vivo [66, 67]. Moreover, AhR activation suppresses Th17 differentiation and promotes Treg development, thereby mitigating inflammatory diseases, such as rheumatoid arthritis and colitis [68, 69]. In AD, Th17/Treg imbalance correlates with disease progression, and lower Th17 levels correlate with improved postoperative vascular remodeling in type B AD [70, 71]. Single-cell sequencing studies have confirmed that inflammatory cell infiltration, predominantly by macrophages, represents a defining pathological feature of AD. Moreover, targeting macrophages or macrophage-related inflammatory factors effectively reduces both the incidence and rupture of experimental AD [31, 72, 73].

Furthermore, these metabolites also serve as ligands for the pregnane X receptor (PXR), which provides an additional layer of vascular protection. Similar to non-canonical AhR signaling, PXR activation antagonizes NF-kappaB-mediated inflammatory responses, particularly by reducing the expression of adhesion molecules such as ICAM1 and VCAM1 [74, 75]. This aligns with our observation of lower inflammatory cell recruitment and attenuated vascular remodeling in female mice. Notably, given that PXR activation has been shown to suppress the progression of AAA, it may also exert protective effects against aortic dissection [76].

Beyond immune regulation, AhR plays a direct role in modulating autophagy; its activation by endogenous ligands enhances autophagy by increasing the transcription of BCL2-interacting protein 3, thereby maintaining mitochondrial homeostasis in hepatocytes [77], and it can directly bind to the PINK1 promoter to enhance PINK1/Parkin-mediated mitophagy, thereby reducing LPS-induced cellular inflammation [78]. Autophagy has an established role in protecting smooth muscle cells against AAD formation. The autophagy activator rapamycin exerted inhibitory effects across multiple AD models, including BAPN-induced AD [79–82]. Therefore, specific enrichment of indolepyruvate and IAA in female mice may contribute to AD protection by serving as AhR ligands that jointly restrain immune inflammation and promote autophagic homeostasis.

In summary, integrated multi-omics analysis in this study revealed a sex-specific activation of the tryptophan–indole metabolic axis in BAPN-induced female AD models and linked this metabolic shift to reduced aortic inflammation. These findings provide novel mechanistic insights into female-associated protection in AD and highlight the gut microbiota–tryptophan–AhR axis as a potential target for sex-informed therapeutic strategies.

Several limitations of this study should be acknowledged. Although the BAPN-induced mouse model effectively recapitulates key pathological hallmarks of human AD, it may not fully capture the complex clinical heterogeneity seen in patients. Although internal standards and rigorous QC procedures were implemented in our untargeted metabolomics workflow, targeted metabolomics with authentic standards for the key indole metabolites is still needed to further increase confidence in their identification. In terms of experimental validation, RT-qPCR validation of key sex-differentially expressed genes in aortic tissue — particularly inflammation-related genes—was not performed in the current study due to complete allocation of tissue to RNA-seq library preparation; such validation, along with the development of broadly degenerate primers for community-wide quantification of *tyrB* and *aspC* in fecal DNA, represents important priorities for future investigation. Furthermore, the lack of established baseline statistics for AD incidence and rupture-related mortality in female mice in this specific model precluded a formal a priori power calculation, although our sample size was robust enough for high-dimensional omics profiling. Methodologically, the inherent cage effect remains a potential confounder in microbiome research. Because male and female mice were housed separately to avoid pregnancy, sex-specific microbial signatures may be partially influenced by distinct housing environments, even though we mitigated this by sampling across multiple cages and standardizing facility conditions. Additionally, our cross-sectional approach at the 4-week endpoint limits the ability to track the dynamic evolution of the “gut–tryptophan–aorta” axis. Future longitudinal investigations of the prodromal phase—specifically at the 2-week mark or earlier—would be instrumental in determining whether the metabolic shifts observed in females are primary protective drivers that precede overt vascular injury.

A particularly limiting aspect of this study is the specific age window of the animals used (3–7 weeks), which spans the onset of puberty, and the fact that the estrous cycle of female mice was neither monitored nor controlled. Existing evidence demonstrates that estrogen levels can significantly modulate both gut microbiota composition and the systemic immune-inflammatory status [83]. Consequently, fluctuating sex hormones may act as a confounding factor in this study, complicating the interpretation of inter-group differences and likely contributing to the observed variance in the female omics data.

Although sex hormones play a pivotal role in shaping sex differences, their specific involvement in the pathogenesis of AD remains highly complex [15, 84]. Beyond the classical regulation by sex hormones, intrinsic biological differences dictated by sex chromosome complement—such as X-chromosome dosage effects and Y-chromosome-specific gene functions—may also establish distinct baseline metabolic and immune phenotypes between sexes [85, 86]. Our unbiased, integrated multi-omics approach aimed to systematically explore the molecular networks underlying sex differences in AD. The “gut microbiota–tryptophan metabolism–vascular inflammation” axis identified herein may be partially regulated by sex hormones or reflect more deeply ingrained, inherent biological sexual dimorphisms. Future studies employing models that strictly control for sex hormone variables (e.g., via gonadectomy or hormone replacement) will be crucial to disentangle hormone-dependent mechanisms from chromosome-intrinsic factors, thereby precisely elucidating the sexual dimorphism in AD susceptibility.

Finally, although we confirmed that indolepyruvate exerts a protective effect against AD in males, and our broader analyses suggest that modulating inflammation may be a potential pathway for its protective action, the specific immune cell subsets involved and the precise underlying mechanisms remain to be elucidated by future research. Furthermore, exploring whether modulating the gut microbiota can influence AD susceptibility and whether fecal microbiota transplantation could serve as a therapeutic strategy for AD represents promising directions for future studies.

## Conclusions

This study demonstrates that female mice exhibit significantly lower susceptibility to AD in a BAPN-induced model. Metabolites of the tryptophan–indole pathway were selectively elevated in BAPN-treated female mice, likely reflecting sex-specific alterations in the gut microbiota. Notably, supplementation with indolepyruvate suppressed AD progression in male mice, suggesting that the gut microbiota-associated tryptophan–indole metabolic pathway may contribute to the protective effects observed in females.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

The data supporting the findings of this study are available in the following repositories and within the article’s additional file: the transcriptome datasets generated and analyzed are available in the GEO repository under accession number GSE325608, the 16 S rRNA sequencing data are available in the SRA repository under accession number PRJNA1437302, and the untargeted metabolomics data are provided within the Supplementary Table 3 of this article.

# Supplementary material for: Integrated multi-omics analysis reveals a gut microbiota–tryptophan metabolism axis contributes to sex differences in a β-aminopropionitrile-induced aortic dissection mouse model
**Source:** Biol Sex Differ. 2026 May 20;17:133. doi: 10.1186/s13293-026-00925-6
**Supplement:** Supplementary file 2 — Supplementary Material 2.

**Fig. S1 Physiological parameters of β-aminopropionitrile (BAPN)-treated mice by sex.** (**A**) Body weight changes of mice across different experimental groups over a 4-week period. (**B**) Weekly total water intake and (**C**) Body weight-corrected water intake in male and female BAPN-treated mice.

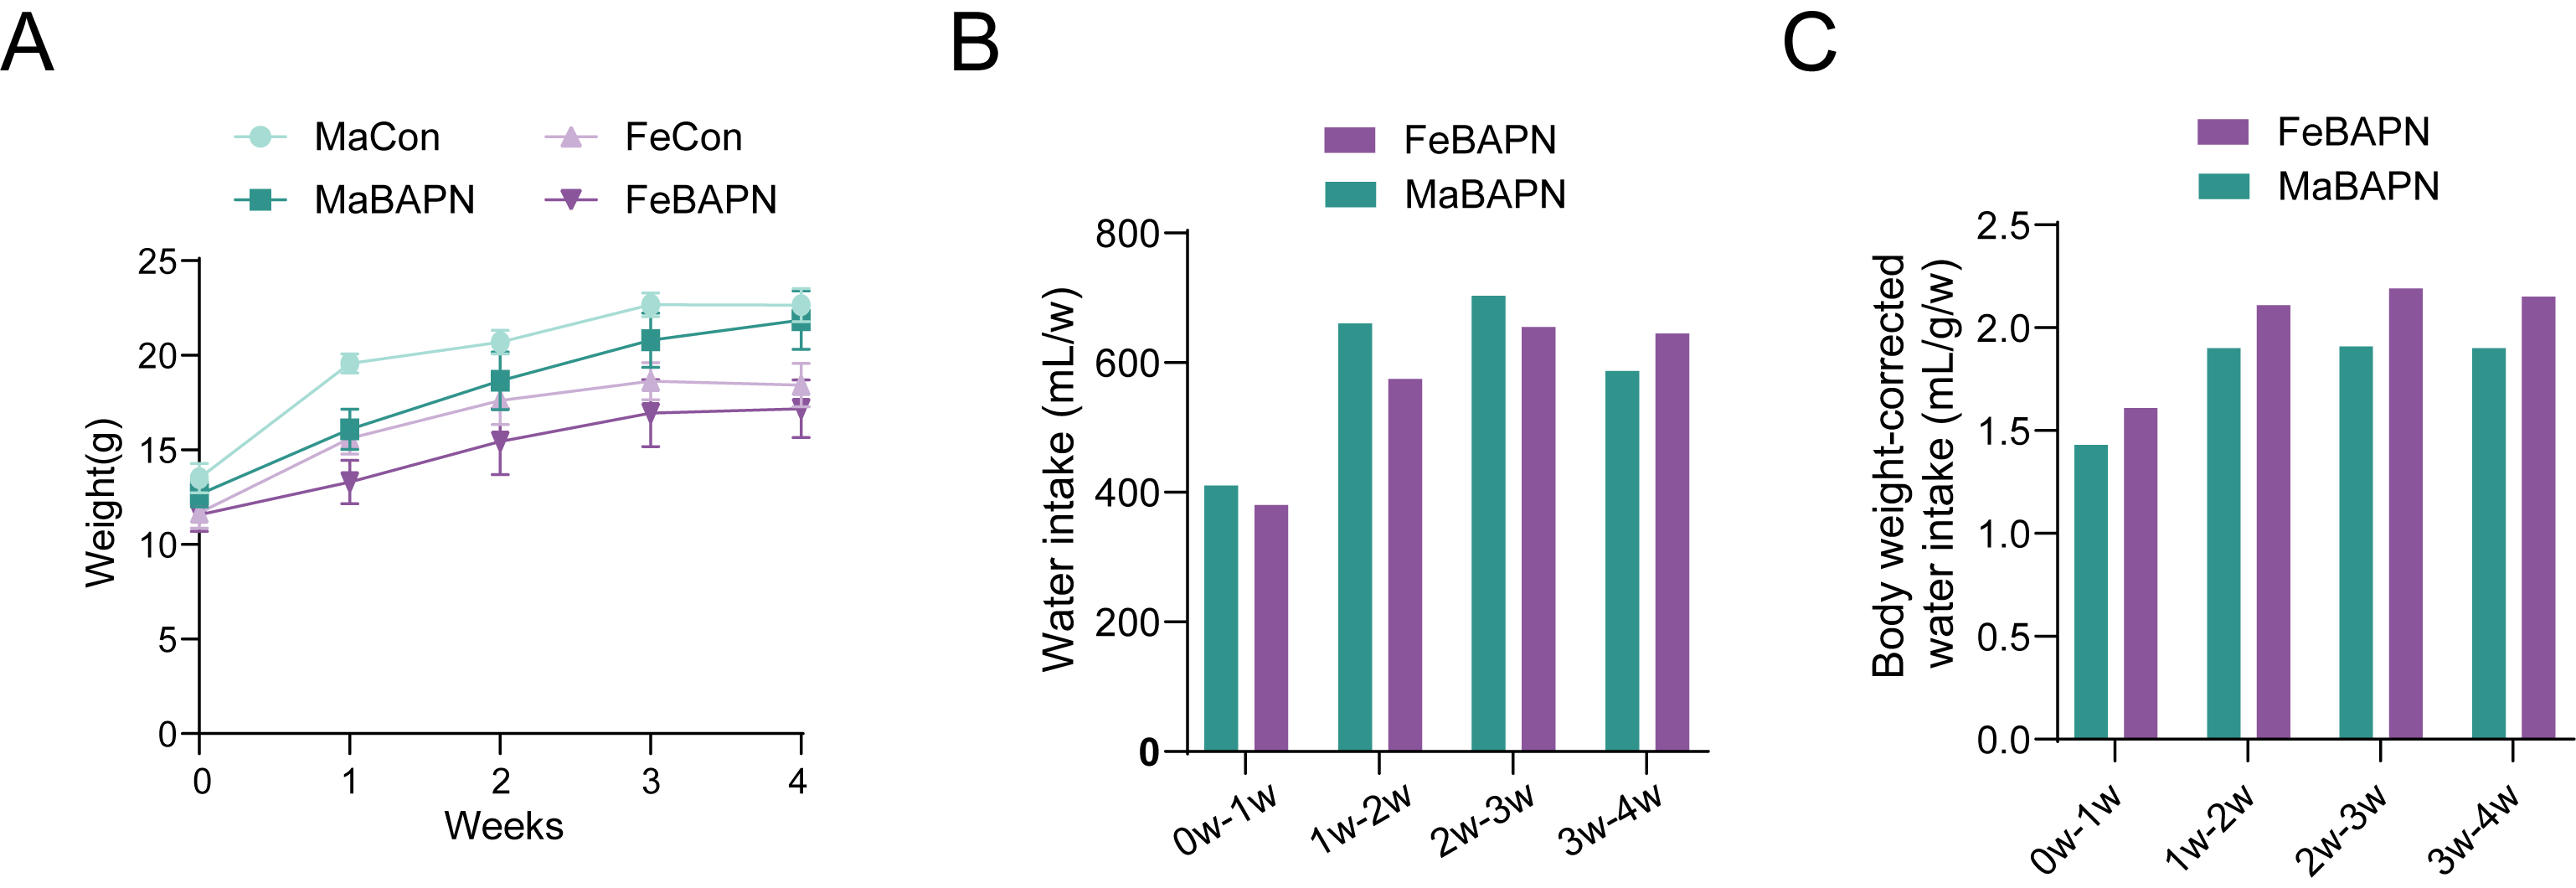

**Fig. S2 Microbial community structure and functional gene validation in β-aminopropionitrile (BAPN)-treated mice by sex.** Principal coordinate analysis (PCoA) plots based on (**A**) Weighted UniFrac distance and (**B**) Unweighted UniFrac distance, both calculated using OTU-level profiles; overall group differences were confirmed by PERMANOVA (adjusted *p* = 0.001), with corresponding pairwise PERMANOVA and PERMDISP results presented in Supplementary Tables 1 and 2. (**C**) PCoA plot based on Bray-Curtis distance calculated using amplicon sequence variants (ASVs). (**D**) Bar chart of linear discriminant analysis (LDA) scores from Linear Discriminant Analysis Effect Size (LEfSe) analysis identifying differentially abundant taxa across groups based on ASVs inferred using the DADA2 pipeline. (**E**) Log2-fold change (Log2FC) of key enzymes involved in the tryptophan–indole metabolic pathway across multiple comparison groups, based on functional predictions inferred by PICRUSt2 using ASV-level profiles; grey bars represent differences that are not statistically significant.

Supplementary Table 1. PERMANOVA and PERMDISP results of pairwise comparisons of fecal microbial profiles based on Weighted UniFrac distance across groups.

| comparison | R2 | *p*-value | adjusted  *p*-value (BH) | PERMDISP adjusted  *p* BH-p |
| --- | --- | --- | --- | --- |
| FeAAD vs FeCon | 0.15 | 0.011 | 0.028* | 0.779 |
| FeAAD vs FeNonAD | 0.04 | 0.696 | 0.696 | 0.156 |
| FeNonAD vs FeCon | 0.14 | 0.039 | 0.059 | 0.23 |
| MaAAD vs FeAAD | 0.16 | 0.021 | 0.038* | 0.033* |
| MaCon vs FeCon | 0.31 | 0.001 | 0.005** | 0.007** |
| MaCon vs MaAAD | 0.12 | 0.044 | 0.060 | 0.999 |
| MaCon vs MaNonAD | 0.19 | 0.023 | 0.038* | 0.143 |
| MaNonAD vs FeNonAD | 0.16 | 0.135 | 0.156 | 0.913 |
| MaNonAD vs MaAAD | 0.12 | 0.239 | 0.256 | 0.308 |

Note: PERMANOVA, Permutational Multivariate Analysis of Variance. The R² value represents the effect size (the proportion of variance explained by the group factor). PERMDISP, Permutation test for homogeneity of multivariate dispersions. Significance: * adjusted *p*-value < 0.05, ** adjusted *p*-value < 0.01. Abbreviations: Con, Control; AAD, Aortic Dissection or Aneurysm; NonAD, non- aortic dissection or aneurysm; Fe, Female; Ma, Male; BH, Benjamini–Hochberg correction.

Supplementary Table 2. PERMANOVA and PERMDISP results of pairwise comparisons of fecal microbial profiles based on Unweighted UniFrac distance across groups.

| comparison | R2 | *p*-value | adjusted  *p*-value(BH) | PERMDISP adjusted  *p* BH-p |
| --- | --- | --- | --- | --- |
| FeAAD vs FeCon | 0.15 | 0.011 | 0.028* | 0.015* |
| FeAAD vs FeNonAD | 0.04 | 0.696 | 0.696 | 0.119 |
| FeCon vs FeNonAD | 0.14 | 0.039 | 0.059 | 0.398 |
| MaAAD vs FeAAD | 0.16 | 0.021 | 0.038* | 0.003** |
| FeCon vs MaCon | 0.31 | 0.001 | 0.005** | 0.004** |
| FeNonAD vs MaNonAD | 0.16 | 0.135 | 0.156 | 0.015* |
| MaAAD vs MaCon | 0.12 | 0.044 | 0.060 | 0.134 |
| MaAAD vs MaNonAD | 0.12 | 0.239 | 0.256 | 0.003** |
| MaCon vs MaNonAD | 0.19 | 0.023 | 0.038* | 0.003** |

Note: PERMANOVA, Permutational Multivariate Analysis of Variance. The R² value represents the effect size (the proportion of variance explained by the group factor). PERMDISP, Permutation test for homogeneity of multivariate dispersions. Significance: * adjusted *p*-value < 0.05, ** adjusted *p*-value < 0.01. Abbreviations: Con, Control; AAD, Aortic Dissection or Aneurysm; NonAD, non- aortic dissection or aneurysm; Fe, Female; Ma, Male; BH, Benjamini–Hochberg correction.

How the deposited data were processed for this re-analysis (not part of the article)

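RNA was measured in the thoracic aorta of 48 mice, with 1 library per mouse: 10 MaCon, 4 MaNonAD, 7 MaAAD, 10 FeCon, 8 FeNonAD and 9 FeAAD. NonAD and AAD mice had received 0.4% BAPN in drinking water for 28 days from 3 weeks of age. According to the paper, RNA was extracted with a column kit, made into strand-specific libraries, sequenced on a DNA NanoBall platform and aligned to the reference genome. The authors deposited expected counts per gene, with 1 column per mouse, that were not scaled to library size. The paper's text does not name the program that counted the reads or the genome build. Positions of genes are from the GENCODE M21 annotation of GRCm38, matched by symbol, and GC content and length from its longest transcripts. Groups were taken from the labels of the samples, and each column was matched to its sample by name. The replicate number of a library is the number in its name.

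The table holds 18782 genes listed by symbol, of which 127 were at 0 in every library. Of its values 4.99% were not whole numbers. All were rounded to whole counts before analysis, which changed the total of no library by more than 24.1 counts. The design written before the data were examined spoke of raw counts. After rounding, 18614 genes had at least 1 count. Library totals ranged from 13548000 to 17281273, with a median of 15681340. The smallest count taken as detected against an empty group was 3, and where every library of a group was at or under 3 counts, fold changes are given as lower bounds against that floor. Reads were counted without molecular identifiers, so floors cover counting error only. No libraries were identical to each other, and correlations between libraries ranged from 0.834 to 0.993. Xist, Trac, Cxcl11 and the mitochondrially encoded genes are not listed in the table. Y-linked genes were used to check the sex of each library.

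Differential expression was tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test with robust estimation, after filterByExpr, which kept 14431 genes, and TMM normalization, whose factors ranged from 0.874 to 1.08. The fit had a mean for each of the 6 groups. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Besides 9 pairwise comparisons, the difference between the sexes in the NonAD response, in the AAD response and in the step from NonAD to AAD was tested as an interaction. Standard errors are approximate, from the log2 fold change and the F statistic. The alternatives were DESeq2 1.42.0, its size factors within edgeR, no filter on low counts, adjusted p alone, no robust estimation, the replicate number as a block, a fit of the compared groups only, and leaving out each MaNonAD library in turn.

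Genes named in the text were chosen by a rule written before the data were examined. They were the 3 largest rises and falls of each within-sex comparison and the 2 largest of each comparison between sexes and each interaction, among DEGs averaging at least 10 counts per library. Added to these were Y-linked genes and Xist, every gene the paper names, the legible labels of Fig. 2C, and members of gene lists. Genes chosen in another way are named as such.

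Distances between libraries were Bray–Curtis distances on log2(CPM + 1). PERMANOVA and the test of dispersion enumerated all permutations of each pair of groups, and PERMANOVA over the 6 groups used 100000 resamples. The alternatives were CPM without log, quantile normalization, no filter, and leaving out each MaNonAD library. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Spatial medians for the test of dispersion were computed with vegan 2.7.1.

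Marker scores were the mean log2(CPM + 1) of lists of marker genes written from gene names before the data were examined, because the reference of the paper's program for immune cells was not used here. Their differences were tested with two-sided exact permutation tests, and sex differences in a response with permutation tests of 100000 resamples. The alternatives were z-scores, the median over markers, a pseudocount of 0.1, CPM without TMM factors, the replicate number as a block, and leaving out each MaNonAD library.

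Genes that were DEGs in any pairwise comparison were clustered by fuzzy c-means in e1071 1.7.16 with 6 centres and 20 starts. Enrichment of gene lists in clusters and modules was tested with one-sided Fisher's exact tests against the 14431 tested genes, because pathway databases were not used here. The alternatives were DEGs of the within-sex comparisons, DESeq2's DEGs and genes with adjusted p alone. Enrichment in the clusters of these alternatives, and enrichment against the clustered genes only, were added after seeing the data. The signed co-expression network of 32 Con and NonAD libraries used a power of 14, a minimum module size of 100 and a merging distance of 0.25. The alternatives were other powers, an unsigned network, no filter, quantile normalization, less splitting of the tree and the 8000 most variable genes.

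The steps were tested on simulated data. For edgeR, 200 genes were planted with changes of 2 on the log2 scale. It called 197 of them for groups of the size of FeAAD and FeCon, with 4 false calls. For groups of the size of MaNonAD and MaCon it called 188, with 1 false call. It made 0 calls in 12 comparisons without planted genes. Fuzzy c-means returned 1164 of 1200 genes to their planted cluster. The network returned 4 of 4 planted modules, and it also assigned 858 genes that had not been planted. PERMANOVA passed the threshold in 2 of 40 comparisons without a difference.

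Metabolite, 16S and cell data, the prediction of transcription factors, and the correlations of modules and scores with metabolites were not analysed here.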

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

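The tests of time of day, of the share of the largest genes, of thymus, heart and lymphoid tissue, of handling before freezing, of the totals of single libraries and of a mislabelled library were chosen only after the result was seen. Lists of genes, comparisons and thresholds were otherwise set before the data were examined.

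In each group, the most distant library was compared with the rest for 27 measures and 31 genes by Dixon's ratio, the gap to the nearest library divided by the range. Of 348 tests 43 exceeded the 95% critical value, where chance gives about 17.4 (one-sided binomial p = 6.1e-08). The measures share libraries and genes, so these tests are not independent, and the excess cannot be told apart from that dependence.

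T cell and thymocyte markers stood out in single libraries. The T cell score of MaCon2 was 3.91 against 0.309 to 1.5 in the other MaCon libraries (ratio 0.668), and its thymocyte score was 4.79 against 1.7 to 2.7 (ratio 0.677). FeNonAD5 had a thymocyte score of 3.31 against 1.76 to 2.27 (ratio 0.671), and FeAAD2 of 2.74 against 1.5 to 2.11 (ratio 0.513). In a second list of 9 thymus genes that were in none of the scores, MaCon2 was the highest MaCon library for 9 genes, where 0.9 is expected by chance, and FeNonAD5 was the highest FeNonAD library for 8, where 1.1 is expected. A candidate explanation is pieces of thymus in MaCon2 and pieces of thymus in FeNonAD5. FeAAD2 was not tested for thymus. No biological explanation was tested, since the design gives none for single mice.

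Heart muscle markers stood out in MaCon6 (cardiomyocyte score 4.05 against 1.81 to 2.55, ratio 0.669), MaAAD7 (4.27 against 1.52 to 2.44, ratio 0.667), FeCon10 (5.00 against 1.72 to 3.04, ratio 0.598) and FeAAD4 (2.96 against 1.47 to 2.22, ratio 0.498). Myl3 stood out in MaCon6 (ratio 0.746), MaAAD7 (ratio 0.824) and FeCon10 (ratio 0.668). In a second list of 10 heart genes, the library was the highest of its group for 6 genes in MaCon6, 8 in MaAAD7 and 7 in FeCon10, where chance gives 1.0, 1.4 and 1.0. These values are consistent with pieces of heart in MaCon6, pieces of heart in MaAAD7 and pieces of heart in FeCon10, and this explanation remains. FeAAD4 was not tested for heart.

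FeAAD5 was far above the other FeAAD libraries in the leukocyte score (6.79 against 3.78 to 5.03, ratio 0.583) and in the macrophage (ratio 0.529), monocyte (ratio 0.516) and M2 macrophage scores (ratio 0.525). The library size of FeAAD5 had rank 1 of 9 in its group, but its 16453886 counts are close to the 16374975 of FeAAD8, and the scores are scaled to library size, so library size does not account for these scores. MaAAD7 was far from the other MaAAD libraries in the monocyte score (5.81 against 4.29 to 4.83, ratio 0.646), on PCoA1 (ratio 0.614) and in Fos (ratio 0.62). The library size of MaAAD7 had rank 2 of 7, which alone settles little, but MaAAD3, with 17281273 counts against 16423041 in MaAAD7, stood out in none of these, which goes against library size. Pieces of heart do not account for the monocyte score or PCoA1 of MaAAD7, as FeCon10 and MaCon6, with similar or higher cardiomyocyte scores, had monocyte scores of 3.58 and 3.19 and PCoA1 of -0.0144 and -0.0129, within the ranges of the other libraries or close to them. FeAAD2 had an erythroid score of 10.2 against 4.13 to 6.85 (ratio 0.55). Blood left in FeAAD2 was tested with platelet markers, and FeAAD2 was the highest FeAAD library for 0 of 11, where 1.2 are expected by chance. These markers go against blood, but blood would raise the erythroid score itself, so it is not ruled out. No biological explanation was tested for these libraries.

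FeNonAD8 lay at 0.0114 on PCoA1 against -0.0139 to -0.0042 in the other FeNonAD libraries (ratio 0.617). It was also far from them in Arg1 (ratio 0.832), Cxcl3 (ratio 0.828), Tnfsf8 (ratio 0.883), Il6 (ratio 0.645) and Mt2 (ratio 0.607). Its mean distance to the FeAAD libraries was 1.04 times its mean distance to the other FeNonAD libraries, and 3 of the 9 FeAAD libraries had as high a ratio. The mean distance was 0.0408 to FeAAD, where each of the other FeNonAD libraries had at least 0.0462, and 0.0394 to the other FeNonAD libraries, which were 0.0302 apart on average. The pattern thus cannot be told apart from a mislabelled FeNonAD8. The library size of FeNonAD8 had rank 3 of 8, and its 15727633 counts are close to the group median of 15708467, which goes against that explanation. Other technical explanations were not tested, and no biological explanation was tested.

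Further libraries, or further genes of the libraries above, stood out. They were MaCon3 in the granulocyte score (ratio 0.503) and in S100a8 (ratio 0.691), MaAAD1 in the white adipocyte score (ratio 0.634), Bpifa1 (ratio 0.654) and Mup10 (ratio 0.691), FeAAD3 in the immediate early score (ratio 0.586) and Fosb (ratio 0.511), and MaNonAD3, which was closest to the centre of its group (ratio 0.878). For genes, they were MaCon4 in Cxcl3 (ratio 1), FeCon3 in Sirpb1c (ratio 1), FeAAD5 in Ddx3y (ratio 1), MaCon6 (ratio 0.481), MaAAD5 (ratio 0.696) and FeCon9 (ratio 0.511) in Hmga2, MaNonAD1 in Esm1 (ratio 0.893), FeCon2 in Wdr92 (ratio 0.644) and Mt2 (ratio 0.648), and MaCon5 in Npas2 (ratio 0.515). In Cxcl3, Sirpb1c and Ddx3y the other libraries of the group were at 0. No explanation was tested for these values, although MaCon6 was tested for pieces of heart and FeAAD5 for library size as given above.

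The response to BAPN differed between the sexes in 43 genes for NonAD and in 75 genes for AAD by the interaction test. In the NonAD response, Cpm differed by 2.56 (adjusted p = 0.00853), Wdr92 by 2.44 (adjusted p = 0.0205), Hspa1b by -3.64 (adjusted p = 0.03) and Hspa1a by -3.09 (adjusted p = 0.0378) on the log2 scale. In the AAD response, Mt2 differed by 3.25 (adjusted p = 0.0167), Vwce by 2.51 (adjusted p = 0.0321), Hspa1b by -3.39 (adjusted p = 0.00925), Hspa1a by -2.95 and Npas2 by -3.07 (adjusted p = 0.0493). Icam1 differed by 0.89 (interaction test, adjusted p = 0.0425), which is under the limit on the fold change, so it is not among the 75 genes. Positive values mean a larger rise or a smaller fall in males. For AAD, correction for GC content and transcript length gave 116 genes, against 74 without correction among the genes with a known length, and libraries thinned to the same library size gave 76, which goes against these explanations, as 73 of the 74 and 66 of the 75 genes were found again in the same direction. For NonAD, the GC content and length correction gave 80 genes against 41 without it, with 39 of the 41 found again, and thinned libraries 52, with 42 of the 43. Covariates for 6 tissue scores gave 70 genes for AAD, among them 41 of the 75 in the same direction, and 23 for NonAD, among them 21 of the 43. Pieces of neighbouring tissue may therefore account for part of both differences. Of the 75 genes, 71 differed more between the control groups than between the AAD groups, and of the 43 genes, 37 differed more between the control groups than between the NonAD groups. A difference between the control groups therefore remains as an explanation of both.

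Between MaCon and FeCon, 218 DEGs were found. After the GC content and length correction there were 225, with tissue covariates 194 and in thinned libraries 213, and the share of the 10 largest genes did not differ (exact permutation p = 0.407). A score of clock genes, the difference between genes of opposite phases, was -0.38 ± 1.7 (SD, n = 10) in MaCon and -2.55 ± 1.34 (SD, n = 10) in FeCon (exact permutation test, p = 0.00686). Relative to MaCon it was -3.13 in MaNonAD (exact permutation p = 0.004) and -2.66 in MaAAD (exact permutation p = 0.00216), and relative to FeCon 0.43 in FeNonAD (exact permutation p = 0.645) and 0.64 in FeAAD (exact permutation p = 0.4). Whether these changes differ between the sexes was not tested. Npas2, which differed in the AAD response, is a clock gene. Time of day at harvest may therefore contribute to the differences between the control groups, to those of MaNonAD and MaAAD from MaCon, and through them to the differences between responses. The paper states that fecal samples were taken on 1 day, in a consistent morning window right before euthanasia and in a randomized order over cages and sexes, which goes against such a difference in time between the groups. Neither the time nor the cage of a mouse is in the labels, so these were not tested directly.

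Marker genes outside those the paper discusses were higher than in the controls. The proliferation score rose by 2.315 in FeAAD, 0.693 in FeNonAD, 2.018 in MaAAD and 0.805 in MaNonAD, and every AAD library lay above every control library of its sex. The B cell score rose by 0.781 in FeAAD, 0.274 in FeNonAD, 0.434 in MaAAD and 0.965 in MaNonAD. After correction for GC content and transcript length the differences between FeAAD and FeCon were 2.3 for proliferation and 0.76 for B cells, which goes against these explanations. In thinned libraries they were 2.32 and 0.76, but thinning hardly moves values that are scaled to library size, so these 2 values say nothing on library size. The median totals of 16194062 counts in FeAAD and 15063672 in FeCon are too close for library size to account for the proliferation difference. Whether cell division in the aorta raises this score was not tested.

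The erythroid score was 1.642 higher in MaNonAD than in MaCon, and so was the B cell score by 0.965. Blood left in the samples would also raise platelet genes, whose score was 0.17 higher in MaNonAD than in MaCon (exact permutation p = 0.204) and 0.29 higher than in FeNonAD (exact permutation p = 0.00606). The erythroid score was also 1.743 higher in MaNonAD than in FeNonAD (adjusted p = 0.0296), so blood remains as an explanation. The erythroid difference was 1.63 after the GC content and transcript length correction, which goes against these. It was 1.66 in thinned libraries, which says nothing on library size for the reason above, but the median totals of 15565147 counts in MaNonAD and 15357243 in MaCon are too close to account for it. Genes of B cell follicles outside the B cell list averaged 1.14 ± 0.39 (SD, n = 4) in MaNonAD and 0.50 ± 0.18 (SD, n = 10) in MaCon (exact permutation p = 0.002). Lymphoid tissue in the samples may thus account for the B cell score of MaNonAD and remains as an explanation.

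Heat shock genes, of which Hspa1a and Hspa1b are members, were higher in MaCon than in FeCon. The difference was 0.589, and it was 0.55 after correction for GC content and transcript length (0.58 in thinned libraries, which says nothing on library size). Relative to MaCon, the heat shock score was also -0.913 in MaNonAD (exact permutation test, adjusted p = 0.039) and -1.132 in MaAAD (adjusted p = 0.00501). Handling before freezing would also raise immediate early genes, whose score did not differ between MaCon and FeCon (exact permutation p = 0.162), which goes against handling. Relative to MaCon, the immediate early score was 0.215 in MaNonAD and 0.055 in MaAAD, so it was not raised in MaCon there either. Reads of Hspa1a and Hspa1b were shared out between genes, so the values of these 2 genes are less certain than those of the score. Reads of Evi2, Mup10, Mup22, Sirpb1c, Uty and Wdr92 were also shared out, so their values are likewise less certain.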

How the results depend on the processing

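Of the alternatives, the enrichment of lists in clusters from other gene sets and against the clustered genes only were chosen after the data were seen, and the rest earlier. The cause of the changes below was not tested.

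Adjusted p alone, without a limit on the fold change, moved the DEG counts to 2625 for FeAAD against FeNonAD, 6410 for FeAAD against FeCon, 2096 for FeNonAD against FeCon, 5050 for MaAAD against MaCon, 2060 for MaCon against FeCon and 194 for the sex difference in the AAD response. It gave clusters of 1672, 1245, 1999, 1466, 1306 and 921 genes, and 10 enriched pairs of list and cluster in place of 5. Against the clustered genes only, 3 pairs passed. The other alternatives kept these DEG counts within 1.5 times, except DESeq2 for the sex difference.

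The count for MaAAD against MaNonAD moved under most alternatives. It was 515 with DESeq2, which called all 51 DEGs of edgeR, 168 with DESeq2's size factors, 99 without robust estimation, and 0 without the filter, with the replicate number as a block, and in a fit of these groups only. Without the filter, 2950 genes had an unadjusted p under 0.05. Across the 4 fits that each left out 1 MaNonAD library it lay from 0 to 356. At an adjusted p under 0.1, 535 genes changed by the same limit, so many genes lie near the threshold.

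Leaving out MaNonAD libraries gave from 17 to 86 DEGs for MaNonAD against MaCon and from 12 to 31 for the sex difference in the NonAD response. A fit of the compared groups only gave 154 DEGs for MaNonAD against MaCon and 5 for MaAAD against FeAAD (Ddx3y, Kdm5d, Uty, Eif2s3y and Ccn1). With DESeq2 the sex differences in response had 95 genes for NonAD, 123 for AAD and 1, Ms4a1, for the step from NonAD to AAD. The replicate block gave 5 DEGs for MaAAD against FeAAD.

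PERMANOVA kept its side of the threshold under all its alternatives for 6 of 9 comparisons. Leaving out MaNonAD libraries gave R² from 0.191 to 0.266 for MaAAD against MaNonAD, from 0.123 to 0.18 for MaNonAD against MaCon and from 0.118 to 0.221 for MaNonAD against FeNonAD, and some of these no longer passed the adjusted threshold. CPM without log gave 0.140 for MaNonAD against FeNonAD, no longer past it.

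Apart from the leukocyte score and the macrophage and M1 scores of MaAAD against FeAAD, 389 results of marker scores were obtained under the alternatives, of which 325 kept their direction and side of the threshold, 45 were weaker, 6 stronger and 13 reversed. The M1 score of MaAAD against FeAAD reversed under 3 alternatives, which come in addition. In the replicate block, which pairs libraries by number, 6 of 72 marker score differences passed the adjusted threshold in place of 33, and the leukocyte score no longer did for FeAAD against FeNonAD (1.49), MaAAD against MaNonAD (0.88), MaAAD against MaCon (2.00) and MaNonAD against MaCon (0.44). Fewer pairs than libraries limit this block, and 4 pairs cannot go under p = 0.125. Without 1 MaNonAD library, the leukocyte score differed by 1.15 to 1.44 for MaAAD against MaNonAD and by 0.68 to 0.96 for MaNonAD against MaCon.

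Reversed with the median over markers were the monocyte score for MaCon against FeCon (0.025), the dendritic cell score (-0.003) and the M2 score (-0.061) for MaNonAD against FeNonAD, the granulocyte (0.069) and M1 scores (0.057) for MaAAD against FeAAD and the M2 score for FeAAD against FeNonAD (-0.158). With a pseudocount of 0.1 they were the monocyte score for MaCon against FeCon (0.027), the granulocyte (0.007) and M1 scores (0.007) for MaAAD against FeAAD and the T cell score for MaAAD against MaCon (0.104). With z-scores they were the granulocyte score for MaNonAD against MaCon (-0.021) and the M1 score for MaAAD against FeAAD (0.027). In the replicate block they were the granulocyte score for MaNonAD against MaCon (-0.084) and MaAAD against FeAAD (0.091), the T cell score for MaNonAD against MaCon (-0.176) and the Cyp1a1 log2 fold change, FeAAD vs FeCon (-0.171). Leaving out 1 MaNonAD library gave -0.055 to 0.197 for the M1 score of MaNonAD against FeNonAD, negative without replicate 1.

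Of 530 results of named genes, 462 were unchanged in direction and side of the threshold, 65 were weaker, 2 stronger and 1 reversed, and 55 of 78 gene results were unchanged under every alternative run. The scale-free R² at a power of 14 was 0.897 without the filter, 0.809 with quantile normalization and 0.886 for the unsigned network.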

Differences from the paper's values

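No test here was chosen after a result was seen, apart from the enrichment of lists in the clusters of alternative gene sets.

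For PERMANOVA, R² was within 1.5 times the paper's in all 9 comparisons, and several p-values differed. Between FeAAD and FeCon p was 1.08e-05 against the paper's 0.001, and adjusted p 9.74e-05 against the paper's 0.003. Between MaAAD and MaCon p was 5.14e-05 against the paper's 0.001, and adjusted p 0.000231 against the paper's 0.003. For each of these the p is the smallest that the permutations can give. The paper states no number of permutations, and 0.001 is the lowest p in its Table 1. It may therefore be the smallest p that the paper's own permutations could give. Between FeNonAD and FeCon p was 0.000137 against the paper's 0.002, and adjusted p 0.000411 against the paper's 0.004. Between MaCon and FeCon p was 0.000617 against the paper's 0.001, and adjusted p 0.00139 against the paper's 0.003. Between MaNonAD and FeNonAD p was 0.0404 against the paper's 0.074, and adjusted p 0.0455 against the paper's 0.079, on the other side of the threshold. Quantile normalization brought the p between MaCon and FeCon to 0.000747, within 1.5 times the paper's. For FeAAD against FeCon and MaAAD against MaCon p stayed at that smallest value under every alternative run, so the alternatives say little on these 2. None of the other alternatives set before the data were examined brought any of these p-values within 1.5 times the paper's, and for MaNonAD against FeNonAD they gave p from 0.0182 to 0.261. For this comparison, CPM without log (adjusted p = 0.1455), without MaNonAD replicate 2 (0.2045) and without MaNonAD replicate 3 (0.2932) lay on the paper's side of the threshold, and over all its alternatives adjusted p ranged from 0.0273 to 0.293.

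The clusters held 247, 220, 727, 658, 218 and 294 genes. The paper's sizes were about 1800 genes for Cluster 1, about 1300 for Cluster 2, about 2000 for Cluster 3, about 1300 for Cluster 4, about 1300 for Cluster 5 and about 900 for Cluster 6 in Fig. 2D, read by eye. With genes chosen by adjusted p alone, the sizes were 1672, 1245, 1999, 1466, 1306 and 921, within 1.5 times the paper's. The DEGs of the within-sex comparisons and those of DESeq2 did not close the gap.

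The slope of the scale-free fit was -1.75 against the paper's value of about -2.0 in Fig. 9B, read by eye. The alternatives gave slopes from -1.81 without the filter to -1.69 for the unsigned network. All of these lie within 1.5 times the paper's value, which was read by eye, so no clear difference was found.

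In the statements below, the paper and the values here differ in direction or call. The paper reports a scale-free R² above its limit at the chosen power, and the value here was 0.852, with 0.902 at a power of 20. The paper reports fewer modules than the 11 found here, where the counts under alternatives were 9 with the 8000 most variable genes, the paper's number, and 10 with less splitting of the tree. The paper reports a rise of the immune score from MaCon to MaNonAD that did not pass its threshold, where the leukocyte score here was also higher, by 0.84, and passed the threshold (adjusted p = 0.0248). This score no longer passed the threshold without MaNonAD replicate 1, without MaNonAD replicate 3 and with the replicate number as a block. The paper calls that score higher in MaNonAD than in FeNonAD, where the difference here was 0.44 (exact permutation test, adjusted p = 0.307). Library FeNonAD8, at 4.39 against 2.61 to 3.58 in the other FeNonAD libraries, raises the FeNonAD mean and so lowers this difference. The comparison was not repeated without FeNonAD8. The paper describes a tendency of granulocytes to decrease. The granulocyte score here rose by 0.95 in MaAAD and by 1.10 in FeAAD relative to Con. It fell only for MaNonAD against MaCon, with z-scores (-0.021) and with the replicate number as a block (-0.084). The size of the rises depends on the highest libraries, at 3.62 in MaAAD and 4.64 in FeAAD. The medians were 1.31 in MaAAD and 0.76 in FeAAD, above those of 0.53 in MaCon and 0.45 in FeCon. The paper describes a tendency of T cells to decrease. The T cell score here differed from Con by -0.06 in MaAAD, 0.44 in MaNonAD, 0.07 in FeAAD and -0.04 in FeNonAD, none past the threshold. Library MaCon2, at 3.91 against 0.309 to 1.5 in the other MaCon libraries, raises the MaCon mean and so lowers both male differences. The negative sign for MaAAD rests on MaCon2. The paper gives a lower M1 score in FeAAD than in MaAAD, where the difference of MaAAD from FeAAD here was -0.05, and 0.03, 0.06 and 0.01 with z-scores, the median over markers and a pseudocount of 0.1.

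The paper places autophagy and Wnt signaling in Cluster 1, and smooth muscle, RNA splicing and histone modification in Cluster 2. It places autophagy, smooth muscle and mitochondrial function in Cluster 5 and metal ion transport in Cluster 6. None of these lists passed the threshold in these clusters here. Cluster 6 here matched its panel of Fig. 2D less closely (r = 0.799), so it is a less certain counterpart. With adjusted p alone, whose enrichment was tested after seeing the values, autophagy (19 of 47 genes) and Wnt signaling (14 of 61) passed in Cluster 1 and histone modification in Cluster 2 (24 of 62), while splicing passed in Cluster 1 (16 of 72) and metal ion transport in Cluster 4 (15 of 58). The paper places autophagy and smooth muscle contraction in the same module. They were in modules 8 and 2 here, and in the same module with less splitting of the tree. With the 8000 most variable genes, autophagy passed in no module. The paper links monocyte and T cell differentiation to the module of leukocyte genes. The module found here held 2 of 10 monocyte markers (adjusted p = 0.365), and the T cell markers were in another module.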

Other observations

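The tests of AhR target genes were chosen only after the result was seen, as were the splits of any libraries for the comparisons with MaNonAD.

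DEG counts were set against other splits of the same libraries, made by swapping the group labels within same-numbered pairs, or, for interactions, the sex within such pairs. Of 100 splits each, the real one included, 3 gave as many DEGs as FeAAD against FeNonAD, 1 as FeAAD against FeCon, 1 as FeNonAD against FeCon, 1 as MaAAD against MaCon, 1 as MaCon against FeCon, 10 as MaAAD against FeAAD, 2 as the sex difference in the NonAD response and 1 as that in the AAD response. The sex difference in the step from NonAD to AAD had 0 DEGs, with 150 genes at an unadjusted p under 0.05, so all 100 splits gave as many, as any split must. For MaNonAD only 16 splits by pairs exist, too few for a share under 0.05. Of these 16, 3 gave as many DEGs as MaAAD against MaNonAD, 2 as MaNonAD against MaCon and 1 as MaNonAD against FeNonAD. Among 100 splits of any libraries, which part the pairs differently, 5 gave as many DEGs as MaAAD against MaNonAD, 1 as MaNonAD against MaCon and 2 as MaNonAD against FeNonAD. The counts for MaAAD against FeAAD and MaAAD against MaNonAD were therefore reached by 5 or more of 100 splits. At least 1 other split also reached the counts for FeAAD against FeNonAD and the sex difference in the NonAD response. The same holds for MaNonAD against FeNonAD with splits of any libraries, and for MaNonAD against MaCon with splits by pairs. DEGs of either direction were counted, so a split that swaps all or most pairs nearly restores the real grouping. In splits by pairs, libraries without a same-numbered partner also kept their group. Other splits that reach a count therefore do not show that it arose by chance.

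Fewer DEGs separated AAD from NonAD in males (51) than in females (1016). Draws of 4 FeNonAD and 7 FeAAD libraries from the females gave a median of 731 DEGs, from 0 to 1394, and 3 of 40 draws had as few DEGs as the males. The other draws had more, so the count of 4 male NonAD mice against 8 female may contribute, but few draws gave so few DEGs. With 4 MaNonAD libraries, 188 of 200 planted changes of 2 on the log2 scale were recovered against MaCon. Smaller changes, and MaAAD against MaNonAD, were not simulated, so this value cannot decide whether the 4 mice explain the male count. The direct test of the sex difference in this step gave 0 DEGs, with 150 genes at an unadjusted p under 0.05.

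The paper's discussion proposes that indole metabolites act through the aryl hydrocarbon receptor (AhR). The score of 6 AhR target genes differed by -0.09 between FeNonAD and FeCon (exact permutation p = 0.26), and the sex difference in the NonAD response was 0.13 (permutation p = 0.223). Indole metabolites acting on AhR in the aorta would have raised this score in FeNonAD, and no rise was found. The score covers targets of the canonical pathway only. The marker gene Cyp1b1 rose by 0.85 between FeAAD and FeNonAD (SE 0.24, adjusted p = 0.011), and Ahr by 2.00 between FeAAD and FeCon and 2.25 between MaAAD and MaCon.

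The mean of Icam1 and Vcam1 rose by 0.63 from MaCon to MaNonAD (exact permutation p = 0.003) and by 0.02 from FeCon to FeNonAD (exact permutation p = 0.911). The sex difference of 0.60 had p = 0.0329 (permutation test), 1 of several tests and not adjusted. For the single genes, the interaction had an adjusted p of 0.502 for Vcam1 and 0.229 for Icam1. The response of these genes to BAPN may thus depend on sex, but the controls also differed, with Icam1 at 40.4 ± 12.5 CPM (SD, n = 10) in FeCon and 26.5 ± 5.24 CPM (SD, n = 10) in MaCon, so the pattern cannot be told apart from a difference between the control groups.

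Contractile smooth muscle genes fell while leukocyte genes rose in AAD. The contractile score fell by 0.937 from MaCon to MaAAD and by 0.897 from FeCon to FeAAD. If leukocyte content diluted the muscle signal, the scores would be related within a group. Within FeAAD, Pearson's r was -0.92 (exact permutation p = 0.0026, adjusted p = 0.0052 over 2 relations) and Spearman's rho -0.73 (exact permutation p = 0.0311). Without the 2 libraries farthest from the median leukocyte score r was -0.49 (exact permutation p = 0.317), where fewer libraries over a narrower range weaken r by themselves. Within MaAAD, r was -0.30 (exact permutation p = 0.496) and rho -0.32 (exact permutation p = 0.498), and -0.23 without the 2 farthest libraries. Leukocyte content may thus contribute within FeAAD, whereas no relation was found within MaAAD.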
